# BAF complex-mediated chromatin relaxation is required for establishment of X chromosome inactivation

**DOI:** 10.1038/s41467-022-29333-1

**Published:** 2022-03-29

**Authors:** Andrew Keniry, Natasha Jansz, Linden J. Gearing, Iromi Wanigasuriya, Joseph Chen, Christian M. Nefzger, Peter F. Hickey, Quentin Gouil, Joy Liu, Kelsey A. Breslin, Megan Iminitoff, Tamara Beck, Andres Tapia del Fierro, Lachlan Whitehead, Andrew Jarratt, Sarah A. Kinkel, Phillippa C. Taberlay, Tracy Willson, Miha Pakusch, Matthew E. Ritchie, Douglas J. Hilton, Jose M. Polo, Marnie E. Blewitt

**Keywords:** Gene silencing, Embryonic stem cells

## Abstract

The process of epigenetic silencing, while fundamentally important, is not yet completely understood. Here we report a replenishable female mouse embryonic stem cell (mESC) system, Xmas, that allows rapid assessment of X chromosome inactivation (XCI), the epigenetic silencing mechanism of one of the two X chromosomes that enables dosage compensation in female mammals. Through a targeted genetic screen in differentiating Xmas mESCs, we reveal that the BAF complex is required to create nucleosome-depleted regions at promoters on the inactive X chromosome during the earliest stages of establishment of XCI. Without this action gene silencing fails. Xmas mESCs provide a tractable model for screen-based approaches that enable the discovery of unknown facets of the female-specific process of XCI and epigenetic silencing more broadly.

## Abstract (web summary)

Female embryonic stem cells (ESCs) are the ideal model to study X chromosome inactivation (XCI) establishment; however, these cells are challenging to keep in culture. Here the authors create fluorescent ‘Xmas’ reporter mice as a renewable source of ESCs and show nucleosome remodelers Smarcc1 and Smarca4 create a nucleosome-free promoter region prior to the establishment of silencing.

## Introduction

Epigenetic gene silencing facilitates cell-type-specific transcriptional signatures and is therefore fundamental to shaping cell identity in both development and disease. The silencing process is necessarily complex, multilayered, and not fully understood despite significant research efforts. X chromosome inactivation (XCI) is the mammalian compensation mechanism that ensures equal gene dosage between XX females and XY males, resulting in near-complete silencing of one female X chromosome^1–4^. XCI is therefore a powerful system in which to study epigenetic silencing across hundreds of loci in parallel.

In vitro, female mouse embryonic stem cells (mESCs), like the blastocyst cells from which they derive, have activity from both X chromosomes; a feature exclusive to these and primordial germ cells^5–7^. Upon differentiation mESCs undergo XCI creating an active (Xa) and an inactive (Xi) X chromosome in an apparently random process. XCI occurs stepwise after initiation by upregulation of the long non-coding RNA *Xist*. This heralds the establishment phase of XCI, where *Xist* spreads *in cis* to coat the future Xi^8,9^ and recruits factors^10–12^ that establish silencing through loss of activating^10,13–15^ and gain of repressive histone marks^14,16–26^ and adoption of a unique bipartite chromosome conformation^27–30^, mediated in part by Smchd1^31–33^. Silencing is then maintained by DNA methylation at promoter elements^13,34^, complemented at a subset of genes by H3K9me3^23,35^. This rich understanding is the result of three decades of exceptional research that has contributed significantly to our understanding of epigenetic silencing. However, we still do not completely understand the process and as such, XCI remains a fertile system to identify unknown facets of silencing.

Differentiating female mESCs present as an enticing system in which to study XCI; however, complications with in vitro maintenance of these cells have severely limited their use. In culture female mESCs are epigenetically unstable, displaying global hypomethylation compared with males^36–42^ and karyotypic instability, with XO cells rapidly dominating cultures^36,40,41^. Based on a desire to study XCI in normal differentiating female mESCs, we created X-linked fluorescent reporter alleles (Xmas), allowing efficient monitoring of karyotype and XCI status in live cells and with minimal manipulation of these sensitive cells. Xmas mESCs allowed us to perform a genetic screen, which although targeted and small in scale, is an initial screen for regulators of the establishment of XCI in its native state; revealing a role for the nucleosome remodellers Smarcc1 and Smarca4. Smarcc1 creates an accessible future Xi that allows XCI to proceed. Therefore, chromatin relaxation may be an initial step in epigenetic gene silencing, demonstrating the utility of the Xmas system for screening in normal female mESCs and subsequent discovery of unknown aspects of XCI.

## Results

### Creation of Xmas reporters that reflect normal random XCI

To create a tractable and replenishable female mESC system, we knocked either a GFP or mCherry reporter cassette into the 3′UTR of the X-linked house-keeping gene *Hypoxanthine guanine phosphoribosyltransferase* (*Hprt*, X^*Hprt*-GFP^ and X^*Hprt*-mCherry^, Fig. 1a). We chose fluorescent reporters to enable the use of fluorescence-activated cell sorting (FACS) to purify live cells with different X inactivation states, thus permitting multiple options for screen-based approaches. We chose to drive reporter expression from the endogenous *Hprt* promoter to give the most natural representation of X-linked expression and silencing possible. Dual reporter systems for XCI studies have been created previously; however, these did not use an endogenous promoter^35,43,44^ or did not create lines of mice^40,45^, features which would enable the study of XCI in female mESCs in the most native state possible. Our reporter alleles were initially created in Bruce4 XY mESCs, then to ensure we could continually derive XX mESCs, we created two homozygous/hemizygous mouse strains from the reporter alleles which when crossed produce female offspring with GFP and mCherry marking different X chromosomes (X^*Hprt*-GFP^ X^*Hprt*-mCherry^, Fig. 1b, Extended Data Fig. 1a). We call this the Xmas (X-linked markers active silent) system. We inserted an internal ribosome entry site (*IRES*) between the *Hprt* stop codon and the reporters, which diminished fluorophore intensity, yet is necessary to ensure appropriate *Hprt* function. The neomycin cassette was deleted to allow detectable fluorophore expression. Roughly equal male and female pups were born of each genotype (Supplementary Fig. 1b–e). Flow cytometry of white blood cells from Xmas animals as well as hematopoietic stem and progenitor cells (LSK) and primary mouse embryonic fibroblasts (MEFs) from Xmas embryos showed the reporter alleles accurately detect random XCI with approximately half the cells positive for each fluorescent protein (Fig. 1c–f).

**Fig. 1:**
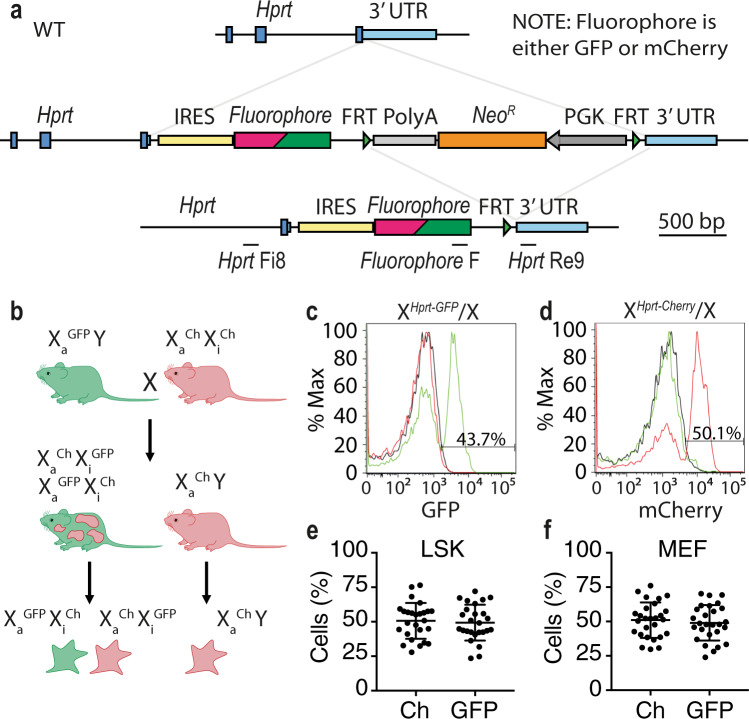
Creation of Xmas reporter alleles and strains of mice. **a** Schematic of the Xmas reporter alleles indicating the knockin of the reporter into the 3′ untranslated region (UTR) of *Hprt*. Note that fluorophore indicates either GFP or mCherry, with each element cloned similarly. The Flipase recognition target (FRT) and internal ribosome entry sites (IRES) are indicated, as are the genotyping oligonucleotides. **b** Schematic of homozygous/hemizygous reporter allele mouse strains and their XCI status. **c**, **d** Flow cytometry data showing detection of the GFP (**c**) and mCherry (**d**) fluorescent reporters from white blood cells of X^*Hprt-*GFP^/X (green) and X^*Hprt*-mCherry^/X (red) female mice, compared to XY (black) male mice. **e**, **f** Flow cytometry data showing the percentage of each fluorescent reporter allele from ex vivo haematopoietic stem and progenitor cells (LSK) *n* = 26 independent replicates (**e**) and primary MEFs *n* = 26 independent replicates. **f** Error bars show mean ±standard deviation. Source data are provided as a source data file.

### Xmas induced pluripotent stem cells (iPSC) and mESCs show two active X chromosomes

Next, we wished to assess whether pluripotent Xmas cells would display the expected expression of both the Cherry and GFP reporters. Since reactivation of the Xi is a feature of late-stage cellular reprogramming^46^, we first tested whether our reporter alleles performed as expected during iPSC induction. Indeed, ~80% of post-XCI X^*Hprt*-GFP^ X^*Hprt*-mCherry^ MEFs transduced with a doxycycline-inducible reprogramming cassette (STEMCCA, Fig. 2a)^47^ detectably reactivated their Xi by the final day of the assay (Fig. 2b). These data show that pluripotent Xmas cells display the expected biallelic expression from the X chromosome and suggest that this system may be a useful tool for studying reprogramming.

**Fig. 2:**
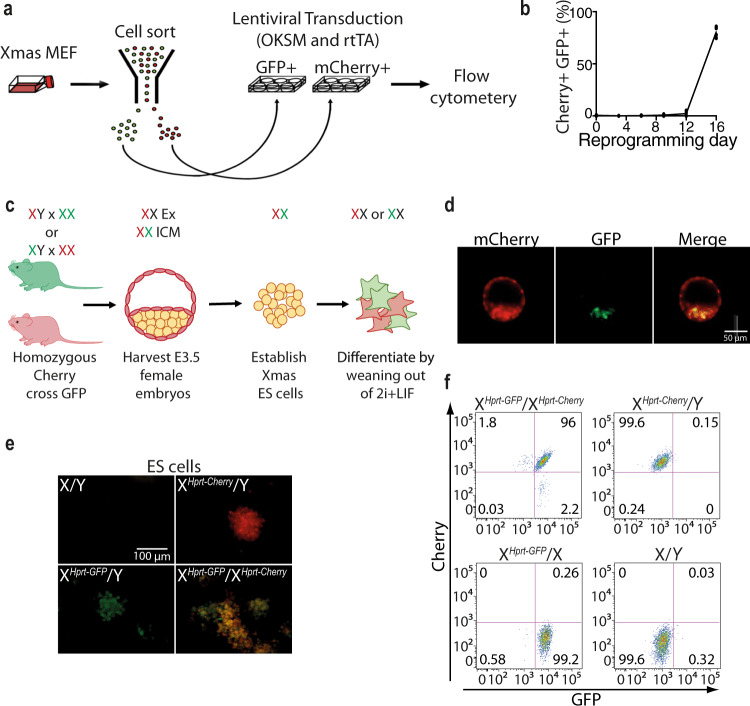
Xmas reporters allow detection of X chromosome expression in mESCs and iPSCs. **a** Schematic showing the strategy for reprogramming and analysis of Xmas MEFs. **b** Flow cytometry data from primary female Xmas MEFs during the reprogramming process (*n* = 4 independent replicates). **c** Schematic of the breeding strategy to produce Xmas mESCs, their XCI status in vivo and during culture and differentiation in vitro. Extraembryonic (Ex), Inner Cell Mass (ICM). **d** Live fluorescent image of X^*Hprt-*GFP^/X^*Hprt*-mCherry^ Xmas female blastocysts. **e** Live fluorescent image of cultured mESCs from the indicated genotypes carrying different combinations of the fluorescent reporter alleles. Images shown are from a single experiment. **f** Flow cytometry of cultured mESCs from the indicated genotypes carrying different combinations of the fluorescent reporter alleles. Source data are provided as a source data file.

We next assessed the suitability of our mouse lines for the production of Xmas mESCs (X^*Hprt*-GFP^ X^*Hprt*-mCherry^, Fig. 2c, Supplementary Fig. 2a, b). Female blastocysts displayed reporter expression exclusively from the maternal X chromosome in extraembryonic cells, as expected due to imprinted XCI in trophecotoderm^48^. By contrast, both X chromosomes were active in the inner cell mass, indicating the expected reactivation of the silent paternal X chromosome in embryonic cells (Fig. 2d). Following derivation in serum-free, feeder-free conditions with inhibitors of MEK and GSK3 (2i), expression of both reporters was detectable in Xmas mESCs by microscopy and flow cytometry (Fig. 2e, f). However, the abundance of single positive Xmas mESCs progressively increased in culture, likely reflecting the increasing abundance of XO cells. We tested whether the reporters accurately reflected karyotype in mESCs by FACS followed by PCR of genomic DNA and found cells single positive for the reporters were also single positive for the corresponding allele (Supplementary Fig. 2c). Thus, the fluorescent reporters in the Xmas system detect XX and XO mESC populations. This is a very useful feature of the Xmas system as it enables rapid and regular monitoring of the karyotype of female mESCs and offers the opportunity to purify XX cells by FACS to ensure suitability for XCI experiments and minimising confounding results that can occur due to the presence of XO cells.

To assess the similarity of Xmas mESCs to published mESC lines, and therefore their suitability for functional XCI and pluripotency studies, we compared Xmas mESC transcriptomes to previously published data sets of both naive and primed mESCs^49,50^. We found similar expression of pluripotency genes in all three groups, but lower early differentiation-associated genes compared with primed mESCs (Fig. 3a). Xmas mESCs most closely resemble naive mESCs maintained in 2i media (Fig. 3b)^51^, as expected given that Xmas mESCs were also derived and maintained in 2i media. Xmas mESCs also retain pluripotency, as they form teratomas that differentiate into all three germ layers (Fig. 3c). To assess in vitro differentiation potential of Xmas mESCs, we induced differentiation by weaning from 2i into serum-containing LIF-free media over 3 days to induce a non-directed differentiation. We performed RNA-seq daily for 9 days during the differentiation. As expected, Xmas mESCs begin most transcriptionally aligned to naive mESCs, transitioning through a primed state, before finally more closely resembling MEFs than neural stem cells (Fig. 3d and Supplementary Data 1), likely reflective of the non-directed differentiation. These data show that Xmas mESCs display similar properties to other naive mESCs in vitro.

**Fig. 3:**
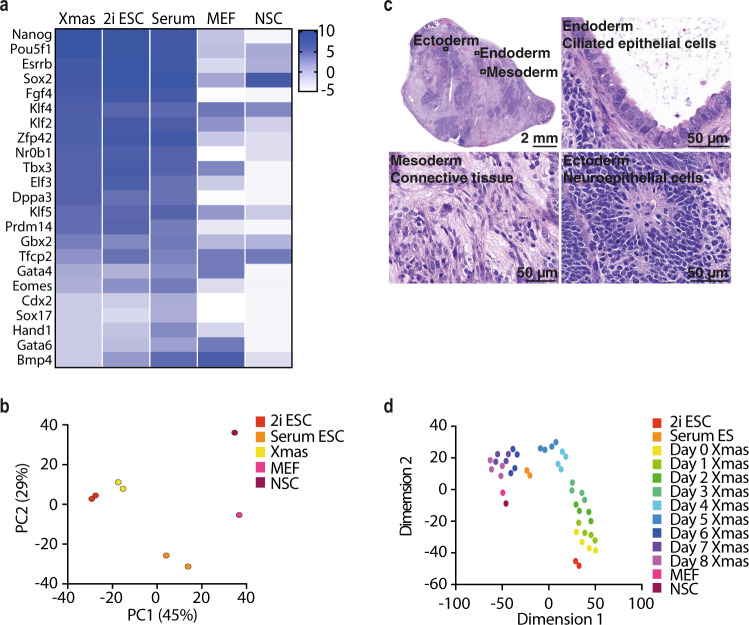
Xmas mESCs are pluripotent and differentiate as expected. **a** Heatmap showing average expression (log_2_ rpm) of pluripotency genes in Xmas mESCs (*n* = 2 independent replicates) and published transcriptomes of mESCs grown in serum or 2i, MEFs or NSCs. **b** Principle component analysis of RNA-seq data from Xmas mESCs compared with published transcriptomes of mESCs grown in serum or 2i, MEFs or neural stem cells (NSCs). **c** Representative images of teratomas produced following injection of Xmas mESCs into nude mice (*n* = 4 independent replicates), with differentiated cell types from endodermal, mesodermal and ectodermal lineages shown. **d** tSNE plot comparing the transcriptomes of Xmas mESCs (*n* = 4 independent replicates) from day 0 to day 8 of differentiation against published transcriptomes of mESCs grown in serum or 2i, MEFs or NSCs.

### Xmas mESCs detect impaired XCI

We next tested whether our Xmas reporter alleles could detect random XCI in differentiating mESCs, using the same differentiation protocol as above (Fig. 2c). At the induction of differentiation, most cells were double positive for the fluorescent markers, indicating an XaXa XCI state, before the rapid loss of double positivity from days 5 to 7 with all lines becoming XaXi, as expected following random XCI (Fig. 4a). To test whether this reflected normal XCI timing we derived F1 female mESCs from FVB/NJ (FVB) dams crossed to CAST/EiJ (CAST) sires. Allele-specific analyses are enabled by single nucleotide polymorphisms between each allele and natural skewing of XCI, with the FVB allele approximately three times more likely to become the Xi upon random XCI. This avoids the need to genetically skew random XCI by *Xist* deletion, allowing the most normal process to occur and minimum manipulation of the cells, producing more consistent results in our hands. Allele-specific RNA-seq during F1 mESC differentiation showed *Hprt* follows similar XCI kinetics to other X-linked genes (Fig. 4b) and similar kinetics to our Xmas *Hprt* reporters (Fig. 4a). Notably, Xmas offers the advantage of a single-cell analysis of XCI. Therefore, Xmas mESCs allowed us to consider functional XCI studies.

**Fig. 4:**
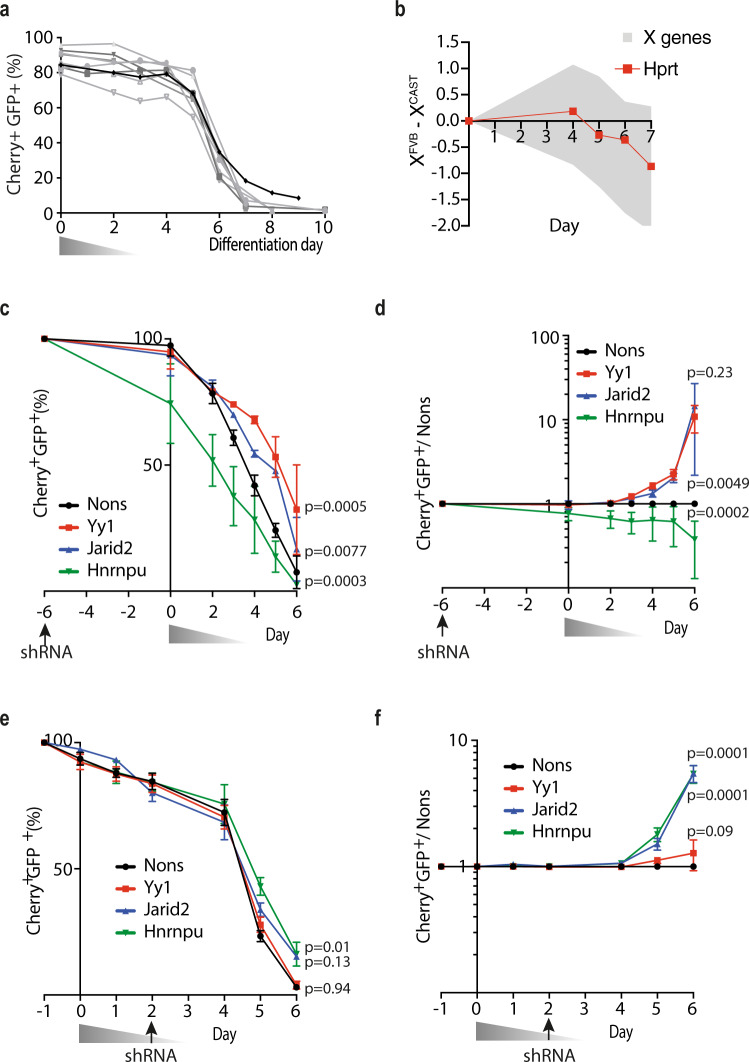
Xmas mESCs detect impaired XCI during differentiation. **a** Flow cytometry data showing the kinetics of the fluorescent reporter alleles during differentiation and XCI of Xmas mESCs for multiple cell lines (*n* = 9 independent replicates). The triangle represents weaning from 2i to differentiation media in 25% increments over 3 days. **b** RNA-seq timecourse data from differentiating X^FVB^X^CAST^ mESCs showing the ratio of X^FVB^ gene expression compared with the X^CAST^ (X^FVB^—X^CAST^ log_2_). *Hprt* expression is represented as a red line and other X-linked genes as grey shade. **c**–**f** Flow cytometry data showing the kinetics of the fluorescent reporter allele expression changes during differentiation and XCI of Xmas mESCs. Cells were challenged with shRNAs against the indicated known regulators of XCI or control (Nons) either prior to differentiation depicted as either raw data (**c**) or normalised to Nons (**d**), or during differentiation as either raw data (**e**) or normalised to Nons (**f**). Triangles represent weaning from 2i media into differentiation media and arrows indicate the day of shRNA viral transduction. *n* = 3–6 independent replicates from two independent shRNAs per gene, error bars indicate s.e.m., two-way ANOVA, *p* value is given for the entire timecourse of that gene knockdown. Source data are provided as a source data file.

We tested if XCI could be perturbed in Xmas mESCs by knockdown of factors known to regulate XCI, including Yy1 (initiates *Xist*^52^ expression), Hnrnpu (tethers *Xist* to the Xi^53^) and Jarid2 (directs polycomb to *Xist*-localised regions^54,55^). Xmas mESCs were transduced with validated shRNAs (Supplementary Fig. 3a) 6 days prior to differentiation, maintaining antibiotic selection to ensure hairpin activity. Flow cytometry revealed knockdown of *Yy1* or *Jarid2* inhibited XCI relative to a non-silencing control (Nons) (Fig. 4c). To overcome the variable percentage of XO cells in starting populations, each experiment was normalised to the matched Nons control (Fig. 4d). Knockdown of *Hnrnpu* caused rapid loss of double positivity prior to differentiation, likely due to Hnrnpu’s role in pluripotency^56^. This suggests Xmas mESCs can identify pluripotency factors. To instead test Hnrnpu’s function in XCI, we transduced cells with shRNA at day 2 of differentiation, so knockdown occurs following exit from pluripotency. Using this strategy, Hnrnpu knockdown no longer caused accelerated loss of double positivity, instead inhibiting XCI (Fig. 4e, f). Depletion of Yy1 now no longer delayed XCI, consistent with Yy1’s early role in XCI^52,57^ prior to knockdown. To confirm these results reflect a direct effect on XCI, rather than altered differentiation kinetics, we performed real-time quantitative PCR (qRT-PCR) for the pluripotency genes Nanog and Sox2 in differentiating Xmas mESCs, finding no difference in expression level following any knockdown apart from the expected accelerated loss of pluripotency upon knockdown of Hnrnpu prior to differentiation (Supplementary Fig. 3b, c). These data indicate by varying the time of shRNA transduction, Xmas mESCs suggest when a factor is required during the process of XCI.

### A targeted shRNA screen in differentiating Xmas mESCs reveals Smarcc1 and Smarca4 are required for XCI

The tractability of Xmas mESCs, allowed us to screen for genes that establish the Xi. Our previous mouse genetic screen identified epigenetic regulators of transgene variegation^58–66^. This screen yielded a list of seventeen candidate proteins, some of which are also known to be required for XCI^12,23,34,35,67^. Given this, we selected this suite of genes to target in our screen. Xmas mESCs were transduced with validated hairpins (Supplementary Fig. 3a) at day 2 of differentiation and assessed by flow cytometry at day 6; a timepoint we consistently observe effects from gene knockdown (Fig. 4e, f). Strikingly, XCI was impaired by shRNAs against nucleosome remodellers *Smarcc1* and *Smarca4*, both members of the ESC-specific BAF complex^68–70^ (Fig. 5a). We validated the screen result in a Xmas mESC differentiation timecourse, detecting the failure of XCI by day 5 for knockdowns of either *Smarcc1* or *Smarca4* (Fig. 5b and Supplementary Fig. 4a). As genes in our screen are knocked down following the induction of differentiation, we cannot exclude roles early in XCI for the genes that did not readout, but here we chose to focus on the role of *Smarcc1* and *Smarca4*.

**Fig. 5:**
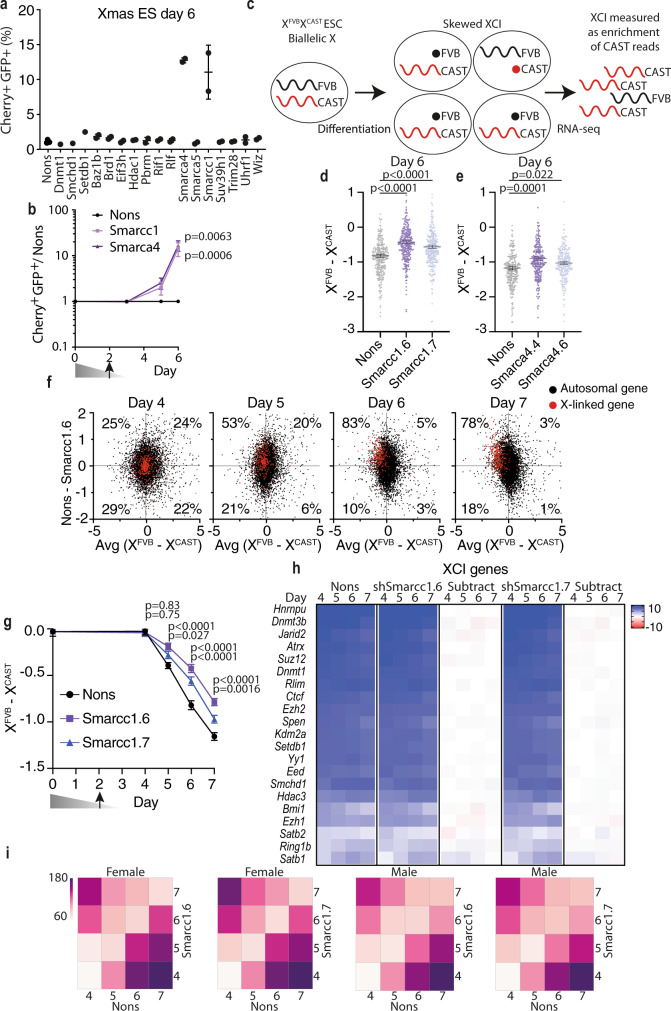
Screen in Xmas mESCs identifies Smarcc1 and Smarca4 as regulators of XCI. **a** Flow cytometry data at day 6 of Xmas mESC differentiation following shRNA transduction at day 2 against candidate genes (*n* = 2 hairpins per gene, error bars indicate S.D.). **b** Flow cytometry data normalised to Nons along timecourse of Xmas mESC differentiation following knockdown of *Smarcc1*, *Smarca4* or Nons (*n* = 4 independent replicates with two shRNAs per gene, error bars indicate s.e.m. Two-way ANOVA, *p* value given). **c** Schematic of skewed XCI during differentiation of X^FVB^X^CAST^ mESCs. **d**, **e** Allele-specific RNA-seq data of X^FVB^X^CAST^ mESCs at day 6 of differentiation following knockdown of *Smarcc1* (**d**) and *Smarca4* (**e**). Each point represents the X^FVB^-X^CAST^ log_2_ expression for informative X-linked genes (*n* = 239–281 genes, error bars indicate s.e.m. Two-tailed Student’s unpaired *t* test, *p* value given). **f** Graphs showing RNA-seq data designed to compare gene expression between X chromosome and autosomes. Each point represents an informative gene, X-linked genes in red, autosomal genes black. The x-axis shows the ratio of expression from FVB to CAST (X^FVB^—X^CAST^ log_2_), therefore XCI is observed as a left shift of the red dots along the *x* axis. The *y* axis shows ratio of expression from Nons compared with knockdown with Smarcc1.6 (Nons—Smarcc1.6 log_2_FC), therefore failure of XCI upon knockdown is observed as an upward shift along the *y* axis. Black dots give an indication of global trends in autosomal gene expression. Dotted lines indicate medians and percentages show the X-linked genes falling into each quadrant. **g** RNA-seq time course data showing the ratio of X^FVB^ gene expression compared to X^CAST^ (X^FVB^—X^CAST^ log_2_). Error bars indicate s.e.m. of informative genes (n = 246 – 271 genes), Two-tailed Student’s unpaired *t* test, *p* value given. **h** Gene expression (log_2_ rpm) of known XCI regulators, the difference between knockdown and control (subtract, Nons—knockdown) indicated. Scale bar represents both log_2_ rpm and log_2_FC. **i** Heat maps showing Euclidean distance in gene expression (log_2_ rpm) between *Smarcc1* knockdown and Nons control along a differentiation timecourse of male or female mESCs. Source data are provided as a source data file.

To determine the extent *Smarcc1* and *Smarca4* knockdown impairs XCI across the whole X chromosome, we performed RNA-seq in differentiating X^FVB^X^CAST^ F1 mESCs (Fig. 5c and Supplementary Fig. 4c, e). Knockdown was maintained throughout the assay (Supplementary Fig. 4b, d) and resulted in increased gene expression from X^FVB^ (preferential Xi) at day 6 of differentiation at the majority of informative X-linked genes (Fig. 5d, e and Supplementary Fig. 4c, e, f and Supplementary Data 2, 3), suggesting both Smarcc1 and Smarca4 are required for chromosome-wide silencing. We next focussed on *Smarcc1*, performing RNA-seq during differentiation and found the persistent failure of XCI in knockdown cells, detectable from day 5 (Fig. 5f, g and Supplementary Fig. 4g).

Despite Smarcc1 and Smarca4 both being members of the same complex, there were no significantly differentially expressed genes in common between *Smarcc1* and *Smarca4* knockdown groups. Similarly, depletion of different subunits of the BAF complex has previously been reported to result in different chromatin states, accessibility and transcription^71,72^. In this context, the lack of overlap suggests the mechanism by which they regulate XCI is not via a secondary gene or delayed differentiation. Indeed, we found no misexpression of known protein regulators of XCI following Smarcc1 or Smarca4 depletion (Fig. 5h and Supplementary Fig. 4h, Supplementary Data 4), nor consistent changes to pluripotency factors or early differentiation genes (Supplementary Fig. 4i, j). To further assess whether *Smarcc1* or *Smarca4* knockdown delayed differentiation, we performed a correlation analysis by calculating the Euclidean distance between genes in our female RNA-seq dataset and a differentiation timecourse in male cells, finding no evidence of delay (Fig. 5i and Supplementary Fig. 4k, l and Supplementary Data 5). 

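For the differentiation timecourse in male cells, C57/Bl6 mouse embryonic stem cells (mESCs) received a hairpin against *Smarcc1* or *Smarca4*, or the nonsilencing control (Nons), at day 2 of differentiation. Transduced cells were selected with puromycin from day 3, and RNA was sequenced on days 4, 5, 6 and 7. Each gene was targeted with 2 hairpins, Smarcc1.6 and Smarcc1.7 or Smarca4.4 and Smarca4.6, with 1 library per hairpin and day. This gave 8 *Smarcc1* knockdown and 8 *Smarca4* knockdown libraries, which were compared with the 4 libraries of Nons replicate 1. The 4 libraries of Nons replicate 2 were not analysed here, so the spread between Nons cultures of the same day was not measured, and each knockdown library was set against a single Nons library of its day. The authors trimmed single-end reads of 75 bp, aligned them to mm10 and quantified them per gene in SeqMonk as log2 rpm, the reads of a gene scaled to the total of its library. In each library a gene without reads carries the lowest value of that library, which equals 0.9 of a read. On this basis 100% of the values below 1000 reads in each library came out as whole reads, and the total of each library could be recovered. The totals ranged from 15717152 to 27472885 reads in Nons (median 19256702), from 15754138 to 22472113 in *Smarcc1* knockdown (median 21756651) and from 6829596 to 23551166 in *Smarca4* knockdown (median 17787889). The library of Smarca4.4 on day 5 was the smallest, and the next smallest had 15717152 reads. A library with fewer reads has a higher lowest value, which moves its distance to other libraries. The smallest library also had the most genes at its lowest value, 9660. Among the others, Nons on day 4, with 27472885 reads, had the fewest, 7836. Nons on day 6, with 15717152 reads, had the most, 9145. The order was not strict, as Smarcc1.7 on day 7 had 8158 with 16034849 reads and Nons on day 5 had 8541 with 19747429 reads. The hairpin libraries of a gene and day were not copies of each other, as their chi-square per gene was 2.82 to 119 over the 8 pairs. Libraries of 1 series on different days were not independent: the deviations of the hairpins from their mean correlated between days at -0.206 to 0.823 across genes. Euclidean distances were calculated over all 25965 entries on the log2 rpm values as deposited. Tests of single genes used limma-trend on the 13296 genes with a mean log2 rpm of at least 0, with the 12 combinations of group and day as means. The 8 residual degrees of freedom come from the hairpin pairs.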

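*Smarcc1* (chromosome 9, 110132037 to 110240178 in mm10) was lower than in same-day Nons in 8 of 8 male *Smarcc1* knockdown libraries, at 23.7% to 60.1% of the Nons value. Averaged over days, the log2 fold change was -1.33 (standard error 0.206, adjusted *p* = 0.00115 from limma with Benjamini-Hochberg adjustment, and 0.00783 with the culture series as a replicate block). In Nons itself *Smarcc1* ranged from 127 to 451 rpm between days. The mean Euclidean distance from a *Smarcc1* knockdown library to Nons of the same day was 130 ± 19.2 (SD, n = 8), against means of 165 to Nons of an adjacent day and 194 to Nons of all other days. For scale, Nons libraries of different days lay 127 to 243 apart, and the 2 *Smarcc1* hairpins lay 104 ± 23.0 (SD, n = 4 days) apart on the same day. The nearest Nons library was that of the same day for 7 of 8 *Smarcc1* knockdown libraries. The exception was Smarcc1.6 on day 6, at a distance of 139.9 to Nons of day 5 and 140.3 to Nons of day 6. Same-day distances to Nons exceeded the distance between hairpins by 25.6 on average (exact permutation test, two-sided, *p* = 0.0247, over the 81 ways to let 1 of the 3 libraries of each day play Nons, of which the smallest possible *p* is 0.012). On day 5 the distance between hairpins was the larger, at 125.6 against 121.1 to Nons. With 1 added to each rpm value before the log, the mean excess was 12.7 (exact *p* = 0.21). With the genes of mean log2 rpm of at least 0 it was 18.4 (exact *p* = 0.123). The other 4 of the 6 alternatives set beforehand passed 0.05. Each library was then placed on the straight-line path through the Nons libraries of days 4 to 7. *Smarcc1* knockdown libraries lay at -0.247 days from their harvest day on average (same exact test, *p* = 0.111), which does not pass 0.05. The test measures how far this mean lies from the mean of the 81 arrangements, not from 0 days. The estimate for single libraries was 0.11 and 0.12 days on day 4, where the path starts and no earlier position is possible, and between -0.29 and -0.50 days on days 5 to 7. On day 7 the path ends and no later position is possible, and the *Smarca4* hairpins were also below their harvest day there, at -0.21 and -0.24 days. On days 5 and 6 Smarca4.6 was below as well, at -0.25 and -0.27 days, while Smarca4.4 was above, at 0.33 and 0.40 days. Over days 5 to 7 alone, a choice made after seeing the data, the mean was -0.369 days for *Smarcc1* knockdown. With the 500 most variable genes in place of all genes the mean shift was -0.331 days (exact *p* = 0.0123). It also passed 0.05 with the genes of mean log2 rpm of at least 0 (-0.234 days, exact *p* = 0.0247). The same held after centring on the median gene (exact *p* = 0.0494), with a common lowest value (0.0494) and on the first principal component (0.037). It did not pass with autosomal genes (exact *p* = 0.111) or with 1 added to rpm (0.0617), so the call changed with the setting. The exact test exchanges libraries on each day separately, although the 4 days of a series are 1 culture, so its *p* does not allow for differences between cultures. Placed on the path of the other hairpin, Smarcc1.6 lay at -0.236 days and Smarcc1.7 at 0.282 days, against -0.259 and -0.236 days on the path of Nons, and Nons lay at 0.17 days on the path of Smarcc1.6 and at -0.0131 days on that of Smarcc1.7. From distance maps of this kind (Fig. 5i and Supplementary Fig. 4l), the paper states that it found no evidence of delayed differentiation.

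**Figure D1:**
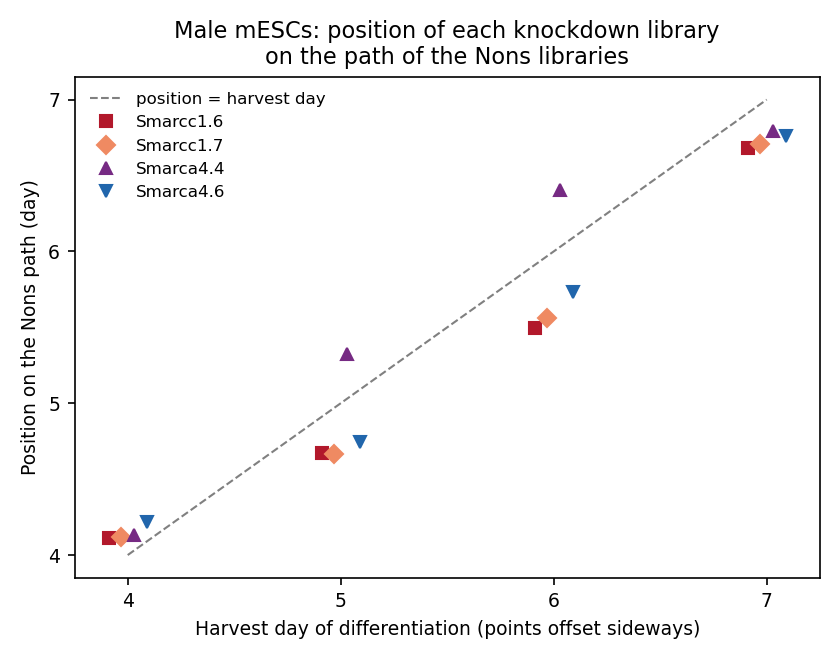
Position of each male knockdown library on the straight-line path through the Nons libraries, in days (vertical axis), against its harvest day (horizontal axis, points offset sideways). Each point is a library and the dashed line marks a position equal to the harvest day; the Smarcc1.6 and Smarcc1.7 points of days 5 to 7 lie below the line by 0.29 to 0.50 days.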

Subsequent qRT-PCR experiments for common pluripotency and differentiation genes were also consistent with normal differentiation upon *Smarcc1* or *Smarca4* depletion (Supplementary Fig. 4m). To experimentally separate the XCI role of Smarcc1 and Smarca4 from potential roles in pluripotency, we differentiated Xmas mESCs and transduced with shRNA at day 3 to achieve depletion later during differentiation, again detecting the failure of XCI (Supplementary Fig. 4n). The timing of knockdown of Smarcc1 and Smarca4 in this and the earlier experiment is after the stage when factors important in the initiation of XCI, such as Yy1, readout in this screen. 

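In the male mESC timecourse, the change with differentiation was set beside the change in pace under knockdown. Between days 4 and 7, 8575 of 13296 genes differed at an adjusted *p*-value under 0.05 in limma, of which 4749 were higher and 3826 lower on day 7, but this balance flipped with the scaling, to 4029 higher and 4704 lower after centring on the median gene and to 4137 higher and 4444 lower after quantile normalization. Centring moved the median change of all genes from 0.08 to -0.09 on the log2 scale. With the culture series as a replicate block there were 9138, and the correlation of libraries within a series was 0.217. The slope over days differed from that of Nons for 125 genes in *Smarcc1* knockdown, 115 of them higher, and for 18 genes in *Smarca4* knockdown. The replicate block gave 292 and 52 genes. These slope counts did not stand out from other arrangements of the same libraries, since 9 of the 81 ways to let 1 of the 3 same-day libraries play Nons gave as many genes for either knockdown. With a straight line over days in each group, 17 genes passed the threshold for *Smarcc1* and 0 for *Smarca4*, where 338 genes had an unadjusted *p*-value under 0.05.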

Together, these data suggest Smarcc1 or Smarca4 depletion do not influence XCI via altered timing of exit from pluripotency or differentiation, but instead may be due to a direct effect on the establishment of XCI.

### Smarcc1 and Smarca4 are required at the establishment of XCI

We next sought to investigate when the defect in XCI first occurred in the Smarcc1 and Smarca4 knockdown cells, starting with an examination of *Xist* activation and spreading. RNA fluorescence in situ hybridisation (FISH) for *Xist* detected no signal in mESCs and during an mESC differentiation timecourse found no difference in the number of cells with an *Xist* focus following knockdown of Smarcc1 or Smarca4 at any timepoint; however, depleted cells were largely unable to form the distinctive *Xist* cloud apparent at day 6 of differentiation (Fig. 6a, Supplementary Fig. 5a, b). To understand potential defects in *Xist* spreading, we performed a volumetric analysis of *Xist* foci, finding that depletion of *Smarcc1* had no effect on *Xist* spreading at day 4 or 5 of differentiation (Fig. 6b). Interestingly, depletion of *Smarca4* appeared to show accelerated *Xist* spreading at day 4 of differentiation, likely due to the role of Smarca4 in maintaining pluripotency^68–70^, however, this acceleration was resolved by day 5 and is followed by a clear failure to coat the Xi at day 6. To gain a more accurate readout of transcript levels and as these FISH experiments do not discriminate between *Xist* and *Tsix* RNA, we performed qRT-PCR, finding *Xist* to be 100-fold more highly expressed than *Tsix*. Together with no signal at day 0 these data indicate the FISH signal is likely *Xist* (Supplementary Fig. 5c, d). No effect on *Tsix* RNA was observed following depletion of either *Smarcc1* or *Smarca4*, whereas *Xist* RNA levels were slightly decreased.

**Fig. 6:**
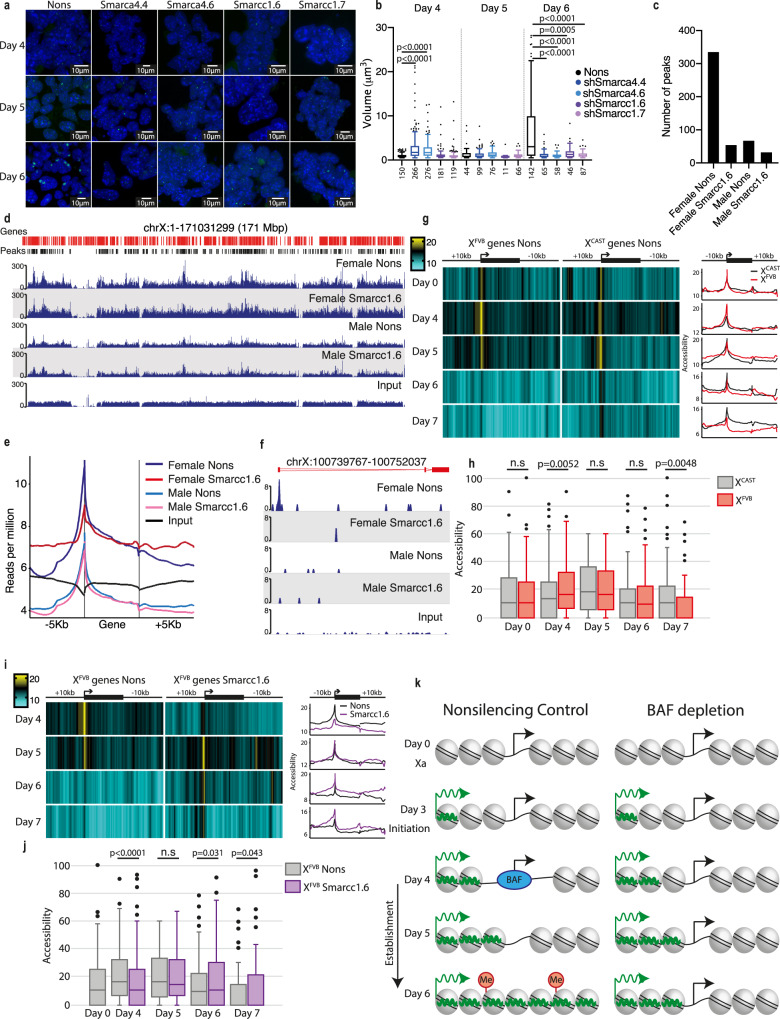
Smarcc1 opens Xi promotors in order for the establishment of XCI to proceed. **a** *Xist* RNA FISH in female mESCs at differentiation days 4, 5, 6 following knockdown with indicated hairpins. *Xist* staining green, DAPI blue. **b** Volume of *Xist* foci in **a**. Foci measured (*n*) are indicated. The line indicates median, box 25th to 75th percentile, error bars 5th to 95th percentile, dots indicate outliers. Two-tailed Student’s unpaired *t* test, statistically significant *p* values only given. **c**–**f** Smarca4 ChIP-seq in male and female mESCs at differentiation day 4, with Smarcc1 knockdown or non-silencing control, **c** number macs2 peaks, **d** coverage plot of X chromosome, **e** average read density at X-linked genes ±5kb and **f** an example coverage plot. **g** Nucleosome occupancy (% GpC methylation) during female mESC differentiation determined by NOMe-seq averaged across genes on the X^FVB^ and X^CAST^, displayed as a heatmap or smoothed histogram. **h** Accessibility of X^FVB^ or X^CAST^ promoters during female mESC differentiation determined by NOMe-seq. Line indicates median, box 25th to 75th percentile, error bars 5th to 95th percentile and dots indicate outliers. *n* = 74 to 261 informative promoters. One-tailed Student’s unpaired *t* test without outliers, *p* value is given, non-significance (n.s). **i** Nucleosome occupancy (% GpC methylation) during female mESC differentiation determined by NOMe-seq averaged across all genes on X^FVB^ upon *Smarcc1* knockdown, displayed as a heatmap or smoothed histogram. **j** Accessibility of X^FVB^ promoters upon *Smarcc1* knockdown during female mESC differentiation determined by NOMe-seq. Line indicates the median, box 25th to 75th percentile, error bars 5th to 95th percentile and dots indicate outliers. *n* = 58 to 261 informative promoters. One-tailed Student’s unpaired *t* test without outliers, *p* value is given, non-significance (n.s). **k** Model for BAF regulation of establishment of XCI. Open and closed chromatin depicted by nucleosome spacing, green lines represent *Xist*, black arrows transcription and red paddles marked ‘Me’ H3K27me3. This figure depicts timing during differentiation when key XCI events occur; Xist induction (day 3), BAF occupancy at promoters and promoter opening (day 4), failure of gene silencing (day 5) and failure of *Xist* cloud formation and H3K27me3 deposition (day 6). Source data are provided as a source data file.

The change in *Xist* levels and localisation only later during the timecourse of XCI suggest that *Xist* is correctly induced but may be destabilised due to failure to localise to the Xi^73,74^. To test this directly we performed a series of experiments in a male mESC line that carries a doxycycline-inducible *Xist* transgene on chromosome 17^75^*. Xist* induction, spreading and silencing are very rapid in this model, so to test induction of *Xist* we performed *Xist* RNA FISH at 30 min post doxycycline induction, prior to significant spreading of *Xist*, and found no difference in the proportion of nuclei producing an *Xist* signal in controls and *Smarcc1* or *Smarca4* depleted cells (Supplementary Fig. 5e, f). This timepoint is akin to day 4 of differentiation in Xmas mESCs with endogenous *Xist*. When measured by qRT-PCR, *Xist* levels were normal following 24 h of continual doxycycline driven expression in control and depleted cells (Supplementary Fig. 5g). To determine *Xist’s* ability to spread and establish XCI, we performed a timecourse of immunoflourescence for mCherry (which is tethered to *Xist* in this cell model), finding these cells were less able to form an *Xist* cloud and H3K27me3 foci than control cells at days 1 and 2 post *Xist* induction (Supplementary Fig. 5h, i). These timepoints are akin to day 6 of differentiation in Xmas mESCs. These data suggest that the defect upon *Smarcc1* or *Smarca4* depletion is downstream of *Xist* induction. Using the inducible system to study *Xist* degradation, we found the reduction in *Xist* transcript is likely due to destabilisation of the transcript following failure to localise to the Xi (Supplementary Fig. 5j). Finally, Smarcc1 or Smarca4 depleted cells displayed a survival advantage over control cells, further supporting failed *Xist*-induced gene silencing in depleted cells (Supplementary Fig. 5k). Taken together with our prior data showing failure of gene silencing in female cells detectable from day 5 of differentiation, normal *Xist* induction at days 4 and 5, but inablilty to form an *Xist* cloud and H3K27me3 foci at day 6, these data suggest that Smarcc1 and Smarca4 are required early in the establishment of silencing on the Xi, beyond which key XCI events fail. Notably, this is a differentiation-free model of *Xist*-induced silencing and therefore disentangles the roles of Smarcc1 and Smarca4 from any potential role in differentiation.

Finally, to test for potential roles in the maintenance of XCI we performed *Smarcc1* and *Smarca4* knockdown in post-XCI Xmas MEFs sensitised to X reactivation by treatment with the DNA methyltransferase inhibitor 5-azacytidine. Knockdown of either gene was unable to reactivate the silent reporter allele (Supplementary Fig. 5l), but neither was the known maintenance factor Dnmt1. Reversal of XCI during maintenance is difficult, so we employed a more sensitive system^76–80^ where MEFs carry a silent multi-copy GFP transgene on their Xi by virtue of an *Xist* knockout in trans to the reporter (Xi^GFP^Xa^Δ*Xist*^ MEFs)^23,81^. Again, we found no reactivation of the silent reporter upon *Smarcc1* or *Smarca4* knockdown, despite positive controls producing readily detectable GFP (Supplementary Fig. 5m), therefore providing no evidence for a role in the maintenance of XCI.

### BAF complex localisation to the Xi is dynamic

To determine whether Smarca4 acts directly on the Xi to establish XCI, we performed immunofluorescence for Smarca4 together with H3K27me3, a marker of a later stage establishing Xi and found colocalization of Smarca4 and H3K27me3 in some cells but exclusion in others at day 6 of differentiation (Supplementary Fig. 6a, b). Moreover, upon either *Smarcc1* or *Smarca4* depletion fewer cells are able to form H3K27me3 foci at day 6 of differentiation (Supplementary Fig. 6c, d), suggesting XCI is unable to proceed to this point. As Smarca4 is absent from the Xi in terminally differentiated cells^12,82^, these data suggest that Smarca4 is present on the establishing Xi while it is required, but excluded upon completion. With depleted Smarcc1 or Smarca4, gene silencing fails at day 5 and *Xist* spreading and H3K27me3 deposition fails at day 6, suggesting that Smarcc1 and Smarca4 are active prior to these events. To assess the presence of Smarca4 on the establishing Xi at day 4 of differentiation, prior to H3K27me3 deposition, we performed ChIP-seq for Smarca4 with either a *Smarcc1* knockdown or non-targeting control in both male and female mESCs, finding that Smarca4 was indeed enriched on the establishing Xi at this early stage of XCI with an abundance of peaks on the female X that cannot be accounted for simply by the presence of 2 X chromosomes compared with males (Fig. 6c, d). Smarca4 peaks were found at promoters on the X chromosome (and autosomes), some of which are only found in control females (Fig. 6e, f and Supplementary Fig. 6e–g). These data suggest Smarca4 may play a role at promoters on the establishing Xi at day 4 of differentiation. Interestingly, very little Smarca4 ChIP-seq signal was produced in female cells upon *Smarcc1* knockdown, including at X-linked promoters, suggesting these proteins are acting together as the BAF complex to establish the Xi.

### The BAF complex depletes nucleosomes at Xi promotors prior to establishment of XCI

That the BAF complex binds to the Xi during the establishment phase of XCI and contributes functionally to establishment, suggests it acts directly on the Xi as a nucleosome remodeller. Therefore, we profiled nucleosome occupancy in differentiating X^FVB^X^CAST^ mESCs by allele-specific Nucleosome Occupancy and Methylome Sequencing (NOMe-seq)^83–85^. Nucleosome dynamics during XCI establishment have not been reported previously, so initially we concentrated on normal mESC differentiation (Nons control). The reduced coverage of allele-specific data precluded gene-specific analyses, so we averaged across X-linked genes, finding different nucleosome kinetics between X chromosomes. X^CAST^ (preferential Xa) promotors are slightly open in mESCs, remaining so at day 4 of differentiation before opening further at day 5, then restricting again at day 6 (Fig. 6g, h). Similar kinetics were observed on autosomes (Supplementary Fig. 6h, j). Similar patterns were also recently seen in NOMe-seq data sets from equivalent stages of post-implantation embryos^86^, suggesting promoter opening is common during the transition from pluripotency to lineage-restricted states. The X^FVB^ (preferential Xi) followed different kinetics, where promotors were initially slightly open, similarly to X^CAST^, but became nucleosome depleted at day 4, a day earlier than X^CAST^ (Fig. 6g, h), suggesting Xi promotors become accessible prior to gene silencing at day 5. The X^FVB^ subsequently becomes progressively more nucleosome dense at both promotors and gene bodies, as expected to occur with gene silencing. No allelic differences were observed at autosomal genes (Supplementary Fig. 6h).

To address the functional role of nucleosome depletion prior to silencing, we produced a *Smarcc1* knockdown NOMe-seq timecourse. Depleted cells were unable to open X^FVB^ promotors at day 4 and instead followed kinetics similar to X^CAST^, consistent with the XCI failure observed by RNA-seq (Fig. 6i, j). These data suggest an inability to open promotors at day 4 results in failure to establish the Xi and, together with our ChIP-seq data showing localisation of Smarca4 to promoters at this time, this appears to be directly mediated by the BAF complex. No effect of *Smarcc1* depletion was observed on the X^CAST^ or autosomes (Supplementary Fig. 6i, j), however, there are likely gene-specific abnormalities not detected, and potentially cell-type-specific effects that would not be revealed by our undirected differentiation method. NOMe-seq also detects methyl-cytosine and showed mESCs were globally hypomethylated, remaining so at promotors during differentiation, but becoming increasingly methylated at intergenic regions and gene bodies. Methylation of CpG islands on the Xi is a feature of XCI maintenance. As expected, given the timing of our samples, we did not observe such methylation occurring, and no difference was observed between the X^FVB^ and X^CAST^ nor upon *Smarcc1* depletion (Supplementary Fig. 6k, l).

To validate our NOMe-seq data, we performed MARs-qPCR, a micrococcal nuclease-based method to assess site-specific nucleosome occupancy^87^ in differentiating Xmas mESCs for a subset of Smarcc1-responsive or unresponsive promoters. Note that increased MARS-qPCR signal indicates decreased accessibility and is therefore directionally inverse to NoME-seq signal. In agreement with NOMe-seq data, we found that all but one of the Smarcc1-responsive promoters were also less open upon *Smarcc1* or *Smarca4* depletion at day 4 of differentiation, whereas at day 6 they were more open, indicative of failed gene silencing (Supplementary Fig. 6m). Smarcc1-unresponsive promoters showed no effect. In this assay we also included the *Xist* and *Tsix* promoters. In agreement with our previous data suggesting Smarcc1 or Smarca4 are not required for *Xist* activation, we found no change in nucleosome occupancy at the *Xist* promoter upon depletion of *Smarcc1* or *Smarca4* at day 4 of differentiation. The *Tsix* promoter, however, was nucleosome enriched at day 4 of differentiation upon *Smarcc1* or *Smarca4* depletion, likely reflecting the need to silence *Tsix* on the Xi and suggesting that, similar to other genes on the Xi, promoter relaxation is required for this process. Interestingly, despite altered nucleosome occupancy *Tsix* expression is not affected by BAF depletion at the time points measured (Supplementary Fig. 5d).

## Discussion

We wished to use XCI in differentiating female mESCs as a model epigenetic system where we could learn more about features of epigenetic silencing. Despite being of high interest, complications with their in vitro culture have meant female mESCs are experimentally underutilised. To allow us to study XCI in the native female context, we created Xmas mESCs as a tractable fluorescent reporter system that requires minimal manipulation of these delicate cells. Xmas reporters enabled rapid and regular monitoring of XX vs XO cells in culture so that we could ensure a highly XX population of pluripotent female cells. The fluorescent reporters then also allowed us to monitor X inactivation during differentiation, to perform a screen for regulators of XCI establishment during normal female mESC differentiation. All previous screens for XCI regulators were performed either in differentiated cells for factors that maintain XCI^12,23,35,88–93^, or non-native systems that instead induce *Xist* out of context (from an autosome in male cells or prior to exit from pluripotency in female mESCs^10,11,75,94^). These screens have been highly fruitful but will miss genes required only for the establishment of XCI or that require a differentiating cell state to be active. Although small in scale, our screen suggests Xmas mESCs will be suitable for high-throughput screening approaches.

The screen revealed a role for Smarcc1 and Smarca4 in the establishment of epigenetic silencing of the X chromosome. Smarcc1 (also known as Baf155) and Smarca4 (also known as Brg1) are members of the chromatin remodelling BAF complex, with Smarcc1 being the core subunit around which the complex forms^95^ and Smarca4 one of a variable number of catalytic ATPase subunits^96,97^. The BAF complex contains different subunits dependent on cell type, with Smarcc1 and Smarca4 members of an mESC-specific complex, known as esBAF^70^. When mESCs are depleted of either Smarcc1 or Smarca4 they display reduced expression of core-pluripotency transcription factors, reduced self-renewal, and loss of pluripotency^68–70^. Here we reveal a role for esBAF during exit from pluripotency in females, with *Smarcc1* or *Smarca4* depletion causing failure of XCI. Deletion of *Smarcc1* or *Smarca4* in mice is lethal peri-implantation, and although consistent with XCI failure, male embryos also die, precluding conclusions about their XCI roles in vivo^98–100^. Two prior screens for regulators of establishment of XCI did not identify members of the BAF complex, however, these were performed in pluripotent mESCs with inducible *Xist* and so were unlikely to identify genes with dual roles in XCI and pluripotency, such as *Smarcc1* and *Smarca4*^75,94^.

A previous study found Smarca4 was required for maintenance of XCI in a somatic cell line^12^, however, a later study by the same group reported that *Xist* repels Smarca4 from the Xi in order to maintain silencing^82^, a somewhat contradictory finding. Here we also find no evidence for maintenance of XCI by the esBAF complex. Instead, the clear failure to establish silencing following *Smarcc1* depletion inspired us to profile nucleosome occupancy during establishment of XCI. This time course revealed that Xi promotors become nucleosome depleted at the very earliest stages of gene silencing. Importantly, we functionally link promoter opening to gene silencing; cells with depleted *Smarcc1* fail to open promotors and fail to establish the Xi, with the resulting Xi following a similar trajectory to the Xa, both in terms of nucleosome positioning and gene silencing. Our data suggest a model where esBAF is recruited to the future Xi to make it accessible, perhaps to silencing factors or to enable *Xist* spreading, with the BAF complex subsequently excluded once XCI is complete (Fig. 6k). Therefore, Smarcc1 creates a chromatin state that allows establishment of silencing to proceed.

The timing at which we observe key silencing events is pertinent. *Xist* is induced and its spreading appears normal at day 4 of differentiation. Smarca4 is present at promoters of the Xi at day 4 and Smarcc1-mediated promoter opening occurs the same day, placing nucleosome depletion at promoters early in the ontogeny of epigenetic silencing. Other key events are downstream of promoter opening, occurring on subsequent days. Upon knockdown of *Smarcc1* or *Smarca4*, we detect the failure of gene silencing from day 5 of differentiation, the first day X-linked gene silencing is measurable. On day 6, there is an observable failure to form the distinctive *Xist* cloud in *Smarcc1* and *Smarca4* depleted cells and H3K27me3 deposition fails (Fig. 6k). This suggests an inability of *Xist* to spread or localise to the Xi late in the establishment of XCI, and the timing implies this is a consequence of failure to establish the Xi, rather than a direct requirement of nucleosome remodelling for *Xist* spreading. It is important to note that we cannot exclude further roles for the BAF complex either in the induction of *Xist* or in facets of establishment and maintenance of XCI that are untested here. We have not determined the mechanism by which Smarcc1 or Smarca4 are recruited to the establishing Xi, however, we do not believe this is likely to be through direct interaction with *Xist*. Firstly, Smarcc1 and Smarca4 do not possess classic RNA binding domains. Secondly, although a previous study found *Smarca4* bound to *Xist* in vitro in differentiated cells, follow-up work by the same group showed *Xist* repelled *Smarca4*^12,82^, and other surveys of *Xist* interactors found no evidence of direct Smarca4 or Smarcc1 binding in cells relevant to the establishment of XCI^10,11,101^. A recent paper intriguingly found Spen was required early for the establishment of XCI and localised to promotors^102^, raising the possibility that Smarcc1 and Smarca4 may be recruited by Spen.

In summary, Xmas mESCs enabled the discovery of previously unknown requirements for establishment of the Xi, namely nucleosome remodeller-dependent chromatin opening, that occurs prior to gene silencing. It remains unclear whether this is also a requirement for autosomal gene silencing, however, as all apsects of XCI gene silencing are also features of epigenetic silencing more broadly, this is a likely possibility. The Xmas mESC system provides a renewable resource of high-quality female mESCs and makes the study of XCI and other aspects of female-specific pluripotency more feasible than ever before.

## Methods

### Animal strains and husbandry

Animals were housed and treated according to Walter and Eliza Hall Institute (WEHI) Animal Ethics Committee approved protocols (2014.034, 2018.004). Temperature maintained between 19 °C and 24 °C, 40–60% humidity, and a light/dark cycle of 14 h/10 h. Xmas mice are C57BL/6 background and were maintained as homozygous lines. D4/XEGFP mice were obtained from Jackson Labs and backcrossed onto the C57BL/6 background. Xist^∆A^ mice^81^ were obtained from Dr. Graham Kay, Queensland Institute of Medical Research, and kept on a 129 background. Castaneus (CAST/EiJ) mice were obtained from Jackson Labs and maintained at WEHI. FVB/NJ mice were obtained from stocks held at WEHI. Oligonucleotides used for genotyping are provided in Supplementary Data 6.

### Creation of *Hprt* knock-in alleles

The *Hprt* targeted alleles were generated by recombination in Bruce4 C57BL/6 mESCs. The targeting construct was produced by recombineering. This construct was designed to introduce an IRES-mCherry-polyA site or an IRES-eGFP-polyA site sequence 20 bp into the 3′-untranslated region (UTR) of *Hprt*, followed by a PGK-neomycin selection cassette flanked by Frt sites. Note, the mCherry used in the construct contained a synonymous mutation to remove the internal *Nco*I site. The targeting construct also introduced specific sites useful for the Southern blotting strategy used to validate recombination in targeted mESC clones. These sites were *Sph*I and *EcoR*V at the 5′-end, after 20 bp of the 3′-UTR before the IRES, and *EcoR*V and *Nsi*I at the 3′-end before the remainder of the 3′UTR.

Neomycin-resistant clones were screened by Southern blot for their 5′ and 3′ integration sites using PCR amplified probes. The 5′ probe was amplified with the 5′-AAACACACACACACTCCACAAA-3′ and 5′-GCACCCATTATGCCCTAGATT-3′ oligos, the 3′ probe was amplified with 5′-GCTGCCTAAGAATGTGTTGCT-3′ and 5′-AAGCCTGGTTTTGGTAGCAG-3′ oligos. Each was cloned into the TopoTA vector. For the Southern blot, DNA was digested individually with *EcoR*V and *Sph*I. The wild-type allele generated a 17.4 kb band with *EcoR*V digestion and the 5′ or 3′ probe, and a 9.2 kb and 8.3 kb knockin band for the 5′ and 3′ probe, respectively. The wild-type allele generated a 7.6 kb probe with *Sph*I digestion and the 5′ probe, compared with a 6.4 kb knockin band. The wild-type allele generated an 8.2 kb band with *Nsi*I digestion and the 3′ probe, compared with a 6.7 kb knock-in allele.

One Hprt-IRES-mCherry-pA-Frt-neo-Frt and one Hprt-IRES-eGFP-pA-Frt-neo-Frt correctly targeted clone was selected and used for blastocyst injection. The PGK-neo selection cassette was subsequently removed by crossing to the Rosa26-Flpe deleter strain^103^. The Hprt-IRES-mCherry and Hprt-IRES-GFP alleles were homozygous and maintained on a pure C57BL/6 background. Genotyping of mice was performed by PCR reaction using GoTaq Green Mix (Promega) and 0.5 µM of each primer, as given in Supplementary Data 6.

### Derivation of mESCs

Female mice were super-ovulated by injecting 5 IU folligon (MSD Animal Health Australia) two days prior, and 5 IU chorulon (MSD Animal Health Australia) on the day of mating with a stud of the opposite genotype. At E3.5, dams were sacrificed, uteri removed and blastocysts flushed from the uterine horns with M2 medium (Sigma-Aldrich). Blastocysts were washed in M2 medium twice, and 2i+LIF medium [KnockOut DMEM (Life Technologies), 1× Glutamax (Life Technologies), 1× MEM non-essential amino acids (Life Technologies), 1× N2 Supplement (Life Technologies), 1× B27 Supplement (Life Technologies), 1× Beta-mercaptoethanol (Life Technologies), 100 U/mL penicillin/100 µg/mL Streptomycin (Life Technologies), 10 µg/mL Piperacillin (Sigma-Aldrich), 10 µg/mL Ciprofloxacin (Sigma-Aldrich), 25 µg/mL Fluconazol (Selleckchem), 1000 U/mL ESGRO Leukaemia Inhibitory Factor (Merck), 1 µM StemMACS PD0325901 (Miltenyi Biotech), 3 µM StemMACS CHIR99021 (Mitenyi Biotech)] twice. Blastocysts were plated in non-tissue culture-treated 24-well plates in 2i+LIF medium. Following 7 days in the culture at 37 °C in a humidified atmosphere with 5% (v/v) carbon dioxide and 5% (v/v) oxygen, outgrowths were moved by mouth-pipetting through trypsin-ethylenediamine tetraacetic acid (EDTA) for 2 min, mESC wash media [KnockOut DMEM (Life Technologies), 10% KnockOut Serum Replacement (Life Technologies), 100 IU/mL penicillin/100 µg/mL streptomycin (Life Technologies)], and finally 2i+LIF. Outgrowths were disrupted by pipetting and transferred into a 24-well plate to be cultured as mESC lines.

### Culture method for mESCs

ESCs were maintained in suspension culture in 2i+LIF medium on non-tissue culture-treated plates at 37 °C in a humidified atmosphere with 5% (v/v) carbon dioxide and 5% (v/v) oxygen. mESCs were passaged daily by collecting colonies and allowing them to settle in a tube for <5 min. The supernatant containing cellular debris was removed and mESC colonies were resuspended in Accutase (Sigma-Aldrich) and incubated at 37 °C for 5 min to achieve a single-cell suspension. At least 4× volumes of mESC wash media were added to the suspension and cells were pelleted by centrifugation at 600 × *g* for 5 min, before plating in an appropriately sized non-tissue culture-treated plate, never flasks, in an excess of 2i+LIF media. Cells were assessed for XX karyotype regularly by flow cytometry.

### Differentiation of mESCs

At least 2 days prior to inducing differentiation mESCs in suspension were allowed to attach by plating onto tissue culture-treated plates coated with 0.1% gelatin. Differentiation was induced by transitioning cells from 2i+LIF media into DME HiHi media [DMEM, 500 mg/L glucose, 4 mM l-glutamine, 110 mg/L sodium pyruvate, 15% fetal bovine serum, 100 U/mL penicillin, 100 μg/mL streptomycin, 0.1 mM non-essential amino acids and 50 μM β-mercaptoethanol] in 25% increments every 24 h. During this time cells were passaged as required. On the day of transferring into 100% DME HiHi, ~10^4^ cells per cm^2^ were plated onto tissue culture-treated plates coated with 0.1% gelatin. Cells were not passaged for the remainder of an experiment and media was changed as required.

### Transduction of mESCs

Retrovirus was produced as described^33,104^ and concentrated by precipitation with 4% PEG 8000 followed by centrifugation. mESCs were either seeded at 10^5^ cells per cm^2^ on plates that had been coated with 0.1% gelatin, or at ~10^5^ cells per mL in suspension in 2i+LIF medium containing PEG concentrated viral supernatant and 8 μg/mL polybrene. The next day medium was changed, and cells were selected with 1 µg/mL puromycin. shRNA sequences are given in Supplementary Data 6. Some of the shRNAs were validated in previous studies^23,105–107^.

### Teratoma formation

Xmas mESCs were pelleted and washed with phosphate-buffered saline (PBS) before passing through a 70 µm cell strainer. In all, 10^5^ cells were resuspended in 200 µl of 50% matrigel (Corning) in PBS and injected sub-cutaneous into either the left or right flank of CBA/nude mice. Teratomas were harvested after ~60 days, fixed with formalin, embedded in paraffin, and stained with Haemotoxylin and Eosin.

### Derivation and culture of MEFs

MEFs were derived from E13.5 embryos and cultured in Dulbecco’s Modified Eagle Medium supplemented with 10% (v/v) fetal bovine serum at 37 °C in a humidified atmosphere with 5% (v/v) carbon dioxide and 5% (v/v) oxygen.

### *Xist*:BglSL-mCherry male mESCs

Male mESCs with inducible *Xist*:BglSL-mCherry^75^ were maintained in KnockOut DMEM (Life Technologies), 1× Glutamax (Life Technologies), 1× MEM Non-Essential Amino Acids (Life Technologies), 9% KnockOut serum replacement (Life Technologies), 100 U/mL Penicillin/100 µg/mL Streptomycin (Life Technologies), 10 µg/mL Piperacillin (Sigma-Aldrich), 10 µg/mL Ciprofloxacin (Sigma-Aldrich), 25 µg/mL Fluconazol (Selleckchem), 50 μM β-mercaptoethanol and 1000 U/mL ESGRO Leukaemia Inhibitory Factor (Merck), at 37 °C in a humidified atmosphere with 5% (v/v) carbon dioxide. *Xist* expression was induced by the addition of doxycycline at 2 μg/mL. Transduction and antibiotic selection were performed for WT mESCs. *Xist* transcript stability assays were performed by doxycycline induction of *Xist* for 24 h, followed by a washout of doxycycline for a further 24 h, RNA-extraction and qRT-PCR with primers listed in Supplementary Data 6. Immunostaining of *Xist* is achieved in these cells using an antibody against mCherry (1:100 NBP2-25158, Novus Biologicals). Cell survival assays were performed by flow cytometry of cells capable of maintaining mCherry expression. These cells were a kind gift from the Neil Brockdorff laboratory.

### qRT-PCR

Knockdown efficiency of shRNA retroviral constructs was determined using Roche Universal Probe Library (UPL) assays. Relative mRNA expression levels were determined using the 2^−ddCt^ method, with *Hmbs* as a house-keeping control. Probe numbers and oligonucleotide sequences are provided in Supplementary Data 6. qRT-PCR specific for *Xist* and *Tsix* was performed as described^108^.

### FACS analysis and sorting

Cells were prepared in KDS-BSS with 2% (v/v) fetal bovine serum, with dead cells and doublets excluded by size and analysed using a BD LSRFortesssa cell analyser. Cells were prepared similarly for sorting using a FACSAria. Flow cytometry data were analysed using FlowJo.

Hematopoietic stem and progenitor cells (LSK: Lineage^−^ Sca1^+^ c-Kit^+^ cells) were isolated from fetal livers from E14.5 Xmas female embryos, essentially as described^106^. Dissociated fetal liver cells were incubated with rat monoclonal anti-Ter119 antibody (TER119, produced in house, 1:100 dilution), then mixed with BioMag goat-rat IgG beads (Qiagen) and Ter119^+^ cells were depleted using a Dynal magnet (Invitrogen). The remaining cells were stained with Alexa700-conjugated antibodies against lineage markers Ter119 (TER119, produced in house, 1:100 dilution), B220 (RA3-6B2, produced in house, 1:100 dilution), CD19 (1D3, produced in house, 1:100 dilution), Gr1 (RB6-8C5, produced in house, 1:100 dilution), CD2 (Rm2.1, produced in house, 1:100 dilution), CD3 (KT3.1.1, produced in house, 1:100 dilution) and CD8 (53-6.7, produced in house, 1:100 dilution), APC-conjugated anti-c-kit/CD117 (ACK4, produced in house, 1:100 dilution) and PE-Cy7-conjugated anti-Sca1 (Ly6A/E, BD Biosciences, 1:100 dilution). Cells were stained with FluoroGold to assess the viability and analysed on a BD LSRFortessa cell analyser.

### X reactivation assay

Xmas or Xi^GFP^Xa^Δ*Xist*^ MEFs were transduced with shRNA retroviruses, selected with 3–5 µg/mL puromycin, then treated with 10 µM 5-azacytidine 3 days post transduction. Cells were analysed by FACS 7 days post transduction. This assay was run exactly as previously described^23^.

### iPSC generation

Xmas MEFs were cultured and maintained as previously described^109^. Two days before reprogramming, MEFs were dissociated with 0.25% Trypsin-EDTA (Gibco, 25200114) and labelled^109^ with anti-mouse BUV395 Thy1.2 (BD Biosciences, 565257; 1:200), anti-mouse BV421 EpCAM (BD Biosciences, 563214; 1:100) anti-mouse, SSEA-1-Biotin (eBioscience, 13-8813-82; 1:400), Streptavidin Pe-Cy7 (BD Biosciences, 557598; 1:200) and DRAQ7 viability dye (Biolegend, 424001). Using a BD Influx cell sorter (BD Biosciences) setup, GFP^+^/mCherry^−^/Thy1^+^/SSEA-1^−^/EpCAM^−^ cells and GFP^−^/mCherry^+^/Thy1^+^/SSEA^−^1^−^/EpCAM^−^ cells were isolated and seeded onto 0.1% gelatin-coated six-well plates at 2 × 10^3^ cells per cm^2^. On day −1, Doxycycline-inducible OKSM virus (Millipore, SCR512) and m2rtTA virus (Cyagen Biosciences) were added at a multiplicity of infection of two cells in MEF medium supplemented with 2 μg/μL Polybrene (Millipore, TR-1003-G). Plates were immediately centrifuged at 750 × *g* for 60 min at room temperature and then incubated at 37 °C and 5% CO_2_. On day 0, medium was removed and supplemented with mouse iPSC medium^109^ containing 2 μg/mL Doxycycline (DOX) (Sigma-Aldrich, D9891). Medium was changed every 2 days for 12 days. After day 12 of reprogramming, DOX was withdrawn from the culture medium. Cultures were subsequently maintained and passaged regularly with mouse iPSC medium. Cells from reprogramming were harvested on days 3, 6, 9, 12 during reprogramming and iPSC passage 1 (day 16+) for flow cytometry analysis. These cells were labelled with anti-mouse BUV395 Thy1.2 (BD Biosciences, 565257; 1:200), anti-mouse BV421 EpCAM (BD Biosciences, 563214; 1:100) anti-mouse, SSEA-1-Biotin (eBioscience, 13-8813-82; 1:400), Streptavidin Pe-Cy7 (BD Biosciences, 557598; 1:200) and DRAQ7 viability dye (Biolegend, 424001). Samples were then analysed by flow cytometry^110^. For each time point, we quantified the percentage of GFP and mCherry positive cells in the populations that were actively undergoing reprogramming by gating in on the timepoints’ respective reprogramming intermediates as defined in^109^.

### MARS-qPCR

MARS-qPCR was performed as described^87^ on Xmas mESCs differentiated for either 4 or 6 days. Primers used for qPCR are listed in Supplementary Data 6. Relative DNA abundance was determined using the 2^−ddCt^ method, with an intergenic region on chromosome 9 used as a control for normalisation.

### RNA-seq library generation and analysis

For the RNA-seq depicted in Fig. 3a, b, Xmas mESCs were derived and cultured as described above and compared with published data sets^49,50^. For the RNA-seq depicted in Fig. 3d, Xmas mESC lines were derived and differentiated using the methods described here, with samples collected daily for 8 days of differentiation and compared to published datasets^49,50^. For all *Smarcc1* and *Smarca4* knockdown RNA-seq in female mESCs (Fig. 5), we derived female mESCs by crossing FVB/NJ (FVB) dams with CAST/EiJ (CAST) sires. The resultant female mESC lines were expanded and then differentiated using our culture conditions. We favour this model of XCI which utilises a natural skewing in XCI, over models of non-random XCI forced by genetic deletion as we find these models lead to accelerated and non-random XO karyotypes that produce artefactual results in our hands. Cells were transduced with the indicated shRNAs at day 2 of differentiation and samples taken for RNA-seq at the indicated timepoints. For *Smarcc1* and *Smarca4* knockdown RNA-seq in male mESCs (Supplementary Fig. 4l), we derived male C57/Bl6 mESCs and expanded and then differentiated them using our culture conditions. Again, cells were transduced with the indicated shRNAs at day 2 of differentiation, and samples were taken for RNA-seq at the indicated timepoints.

For all RNA-seq experiments, cells were harvested from plates by the addition of lysis buffer and RNA extracted with a Quick-RNA MiniPrep kit (Zymo Research). Sequencing libraries were prepared using the TruSeq RNA sample preparation kit (Illumina) and sequenced in-house on the Illumina NextSeq500 platform with 75 bp reads. For non-allele-specific RNA-seq (C57/Bl6 samples), single-end sequencing was performed. Quality control and adapter trimming were performed with fastqc and trim_galore^111^, respectively. Reads were aligned to the mm10 reference genome using either tophat^112^ or histat2^113^. Expression values in reads per million (RPM) were determined using the Seqmonk package (www.bioinformatics.babraham.ac.uk/projects/seqmonk/), using the RNA-seq Quantitation Pipeline. Further data interrogation was performed using Seqmonk.

For allele-specific RNA-seq (FVBxCAST samples), paired-end sequencing was performed to improve haplotyping efficiency. Quality control and adapter trimming were performed with fastqc and trim_galore^111^, respectively. Reads were aligned to a version of mm10 with SNPs between FVB/NJ with CAST/EiJ n-masked, created using SNPsplit^114^, using either tophat^112^ or histat2^113^. Reads were haplotype phased using SNPsplit^114^ and expression values in RPM determined using the Seqmonk package (www.bioinformatics.babraham.ac.uk/projects/seqmonk/), using the RNA-seq Quantitation Pipeline. For X chromosome-specific analysis, genes were determined to be informative when they had at least 50 mapped and haplotyped reads. Further data interrogation was performed using Seqmonk.

Gene set testing and differential gene expression analysis of male mESC was performed by making two groups by pooling samples at all passages from either the traditional culture method or our improved method. Differential expression analysis between the two mESC culture methods was performed on gene-level counts with TMM normalisation, filtering out genes expressed in fewer than half of the samples, using edgeR v3.26.7^115,116^. Model-fitting was performed with voom v3.40.6^117^ and linear modelling followed by empirical Bayes moderation using default settings. Differential expression results from voom were used for gene set testing with EGSEA v1.12.0^118^ against the c5 Gene Ontology annotation retrieved from MSigDB, aggregating the results of all base methods but ‘fry’ and sorting by median rank.

Distance matrices of differentiating mESCs were determined between gene expression profiles of either *Smarca4* or *Smarcc1* knockdown and the Nons control by calculating the Euclidean distance between log_2_ rpms with the dist function in R v3.6.1.

### ChIP-seq library generation and analysis

ChIP-seq libraries were prepared from Xmas mESCs at differentiation day 4 using the ChIP-IT High Sensitivity kit (Active Motif) according to the manufacturer’s instructions and 10 μL of antibody against Smarca4 (D1Q7F, Cell Signalling). Sequencing libraries were prepared using the TruSeq DNA sample preparation kit (Illumina) and sequenced in-house on the Illumina NextSeq500 platform with 75 bp single-end reads. Quality control and adapter trimming were performed with fastqc and trim_galore^111^, respectively. Reads were aligned to the mm10 reference genome using bowtie2^119^. Duplicate read removal, peak calling and metagene analysis were performed using the Seqmonk package (www.bioinformatics.babraham.ac.uk/projects/seqmonk/).

### Immunofluorescence

Immunofluorescence was performed as described in ref. ^120^, with modifications on differentiating Xmas female mESCs at days 5 or 6. Cells were fixed with 3% (w/v) paraformaldehyde in PBS for 10 min at room temperature, washed three times in PBS for 5 min each and permeabilised in 0.5% (v/v) triton X-100 for 5 min. Cells were blocked in 1% (w/v) bovine serum albumin (BSA) in PBS for 20 min, then incubated in primary antibody in the 1% (w/v) BSA overnight at 4 °C in a humid chamber. Primary antibodies used were Smarca4 (1:100 ab110641, Abcam), Smarcc1 (1:100 #11956 S, Cell Signaling), H3K27me3 (1:100 07-449, Millipore or 1:100 C36B11, Cell Signalling Technology) and mCherry (1:100 NBP2-25158, Novus Biologicals). Cells were washed three times in PBS for 5 min each and then incubated with a secondary antibody diluted in 1% (w/v) BSA for 40 min at room temperature in a dark, humidified chamber. Secondary antibodies used were Donkey anti-rabbit IgG Alexa Fluor 555 conjugate (1:500, A315 Thermo Fisher) and Goat anti-rabbit IgG Alexa Fluor 647 conjugate (1:500, A21244 Thermo Fisher). For the simultaneous staining of Smarcc4 and H3K27me3, H3K27me3 (C36B11) rabbit mAb Alexa fluor 647 conjugate (Cell Signalling Technology) was used after the secondary antibody was washed off and incubated for 1 hour in a dark humidified chamber at room temperature. Nuclei were stained with DAPI (0.2 µg/mL) in PBS for 5 min at room temperature. Cells were mounted in Vectashield antifade mounting medium (Vector Laboratories) and visualised on LSM 880 or LSM 980 microscopes (Zeiss). For overlap analyses, image analysis was performed in a semi-automated fashion using a custom written Fiji^121^ macro, available here https://github.com/DrLachie/smchd1_coloc. Manual segmentation of cells of interest using the region manager. Auto-thresholding methods were used to segment the nuclei and the H3K27me3 region, and the mean intensity of Smarca4 was measured in both the whole nucleus and region containing H3K27me3.

### *Xist* RNA FISH

*Xist* RNA FISH was performed as previously described^105,120^ on day 4 or day 5 in differentiated Xmas mESCs. *Xist* RNA was detected with a 15 kb cDNA, *pCMV-Xist-PA*, as previously described^122^. The *Xist* probe was labelled with Green-dUTP (02N32-050, Abbott) by nick translation (07J00-001, Abbott). The cells were mounted in Vectashield antifade mounting medium (Vector Laboratories) and visualised on LSM 880 or LSM 980 microscopes (Ziess). Images were analysed using the open source software FIJI^121^.

### NOMe-seq library generation and analysis

Female mESCs were derived by crossing FVB/NJ dams with CAST/EiJ sires. The resultant female mESC lines were expanded and then differentiated using our culture conditions. Cells were transduced with the indicated shRNAs at day 2 of differentiation and samples fixed in 1% formaldehyde at the indicated timepoints. NOMe-seq samples were prepared as described^83^, following their protocol for fixed cells. Bisulfite treatment was performed using the EZ DNA Methylation kit (Zymo Research) and sequencing libraries prepared with the Accel-NGS Methyl-Seq DNA Library Kit (Swift Biosciences) and sequenced in-house on the Illumina NextSeq500 platform with 75 bp paired-end reads. Quality control and adapter trimming were performed with fastqc and trim_galore^111^, respectively. Using bismark^123^, reads were aligned to a version of mm10 with SNPs between FVB/NJ with CAST/EiJ n-masked, created using SNPsplit^114^ then bisulfite converted using bismark. Reads were haplotype phased using SNPsplit^114^ and methylation calls made with the bismark_methylation_extractor^123^. Methylation calls were filtered for informative CpG and GpC positions using coverage2cytosine with the -nome-seq flag. For analysis of GpC methylation, % methylation was determined at all covered GpC positions and then averaged over 25 positions and normalised using Enrichment normalisation with the Seqmonk package (www.bioinformatics.babraham.ac.uk/projects/seqmonk/). Both heatmap and line plots were produced by averaging over all gene positions in the indicated genomic regions, with line graphs additionally smoothed for clarity using Seqmonk.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Description of additional Supplementary File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. All next-generation sequencing data generated for this project have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE137163. Publicly available data were utilised in this study and are available from the GEO database under accession numbers GSE23943 and GSE67299. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: BAF complex-mediated chromatin relaxation is required for establishment of X chromosome inactivation
**Source:** Nat Commun. 2022 Mar 29;13:1658. doi: 10.1038/s41467-022-29333-1

## **SUPPLEMENTARY INFORMATION**

### **Xmas mESC: A female embryonic stem cell system that reveals the BAF complex as a key regulator of establishment of X chromosome inactivation**

#### **Authors/Affiliations**

Andrew Keniry<sup>1,2,\*</sup>, Natasha Jansz<sup>1,2</sup>, Linden J. Gearing<sup>1,2</sup>, Iromi Wanigasuriya<sup>1,2</sup>, Joseph Chen<sup>3,4,5</sup>, Christian M. Nefzger<sup>3,6</sup>, Peter F. Hickey<sup>1,2</sup>, Quentin Gouil<sup>1,2</sup>, Joy Liu<sup>1,2</sup>, Kelsey A. Breslin<sup>1</sup>, Megan Iminoff<sup>1,2</sup>, Tamara Beck<sup>1</sup>, Andres Tapia del Fierro<sup>1,2</sup>, Lachlan Whitehead<sup>1,2</sup>, Andrew Jarratt<sup>1,2</sup>, Sarah A. Kinkel<sup>1,2</sup>, Phillippa C. Taberlay<sup>7</sup>, Tracy Willson<sup>1,2</sup>, Miha Pakusch<sup>1</sup>, Matthew E. Ritchie<sup>1,2</sup>, Douglas J. Hilton<sup>1,2</sup>, Jose M. Polo<sup>3,4,5</sup> and Marnie E. Blewitt<sup>1,2,\*</sup>

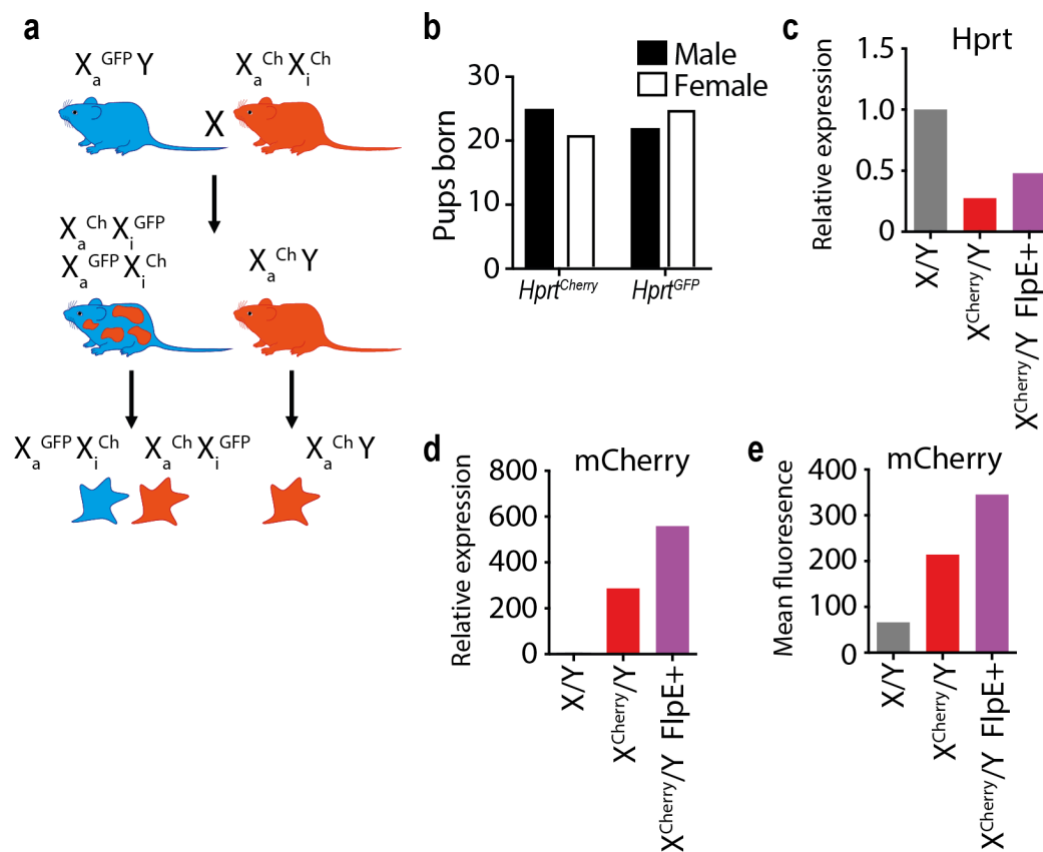

### Supplementary Figure 1. Xmas reporter alleles are well tolerated

(a) Colour blind friendly version of Fig. 1b. mCherry is presented in orange and GFP in blue.

(b) Numbers of male and female mice born of the indicated homozygous/hemizygous genotypes.

(c) *Hprt* expression measured by qRT-PCR in mESCs of the indicated genotypes.

(d) mCherry expression measured by qRT-PCR in mESCs of the indicated genotypes.

(e) mCherry expression measured by flow cytometry in mESCs of the indicated genotypes. Source data are provided as a source data file.

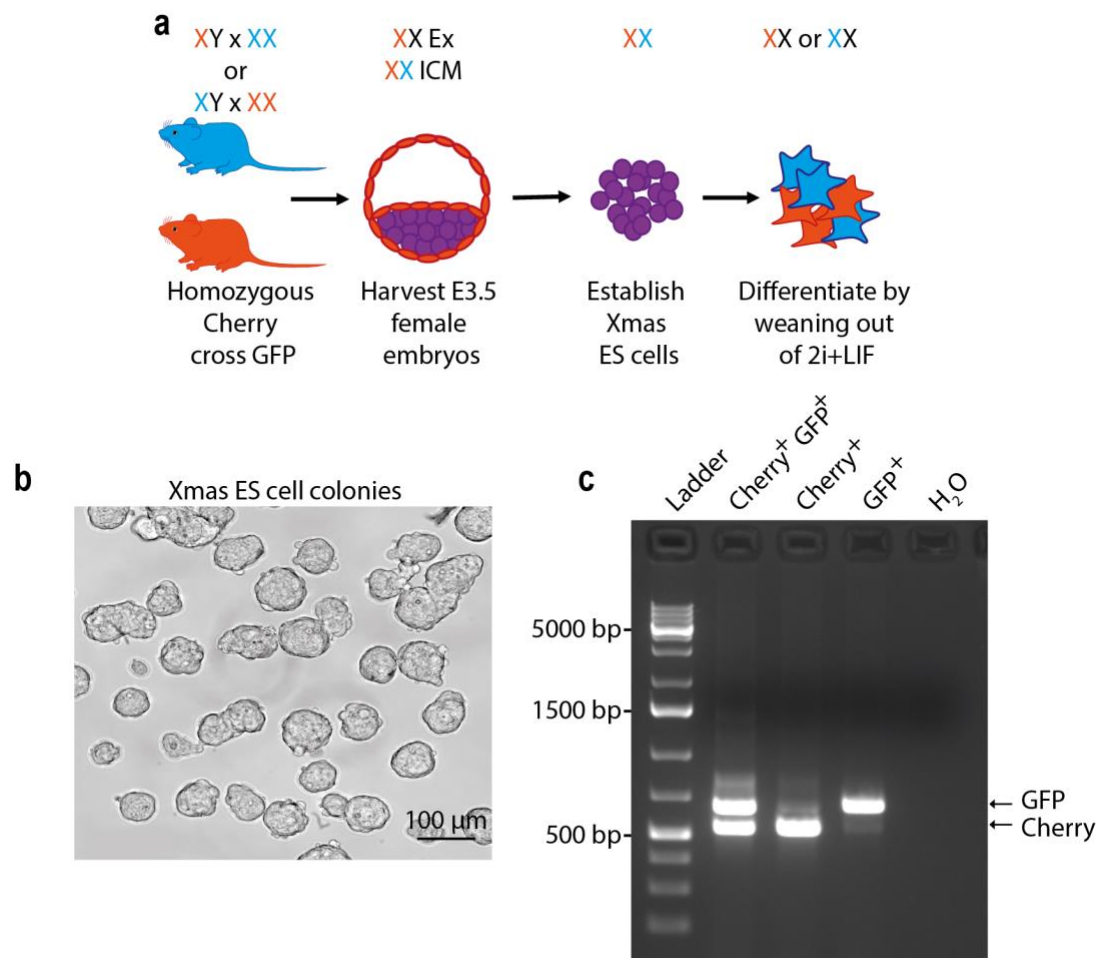

**Supplementary Figure 2. Xmas mESCs allow development of improved culture conditions.**

(a) Colour blind friendly version of Fig.2a. mCherry is presented in orange, GFP in blue and mixed mCherry and GFP in purple. (b) Bright field microscopy image of Xmas mESC colonies maintained under our improved culture conditions. (c) Gel electrophoresis of PCR product of the fluorescent reporter constructs produced from DNA of Xmas mESCs purified by FACS into GFP<sup>+</sup>, mCherry<sup>+</sup> and Cherry<sup>+</sup>GFP<sup>+</sup> double positive populations. Images shown are from a single experiment.

**a**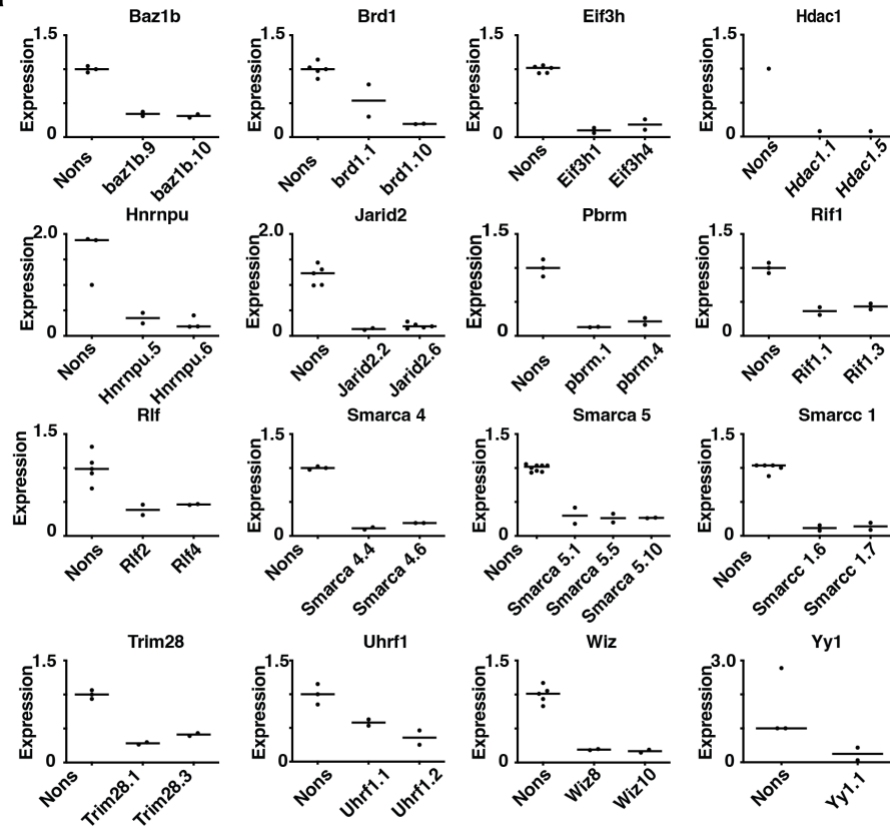**b**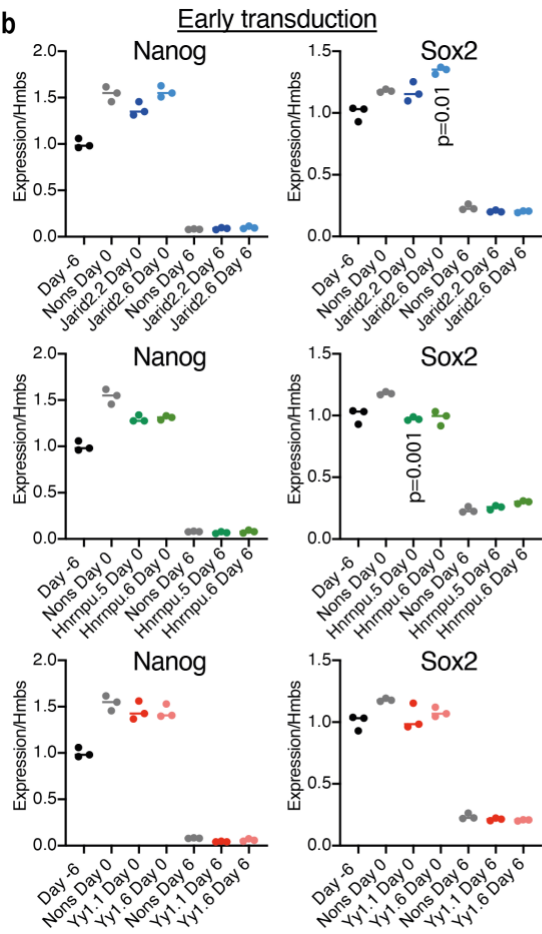**c**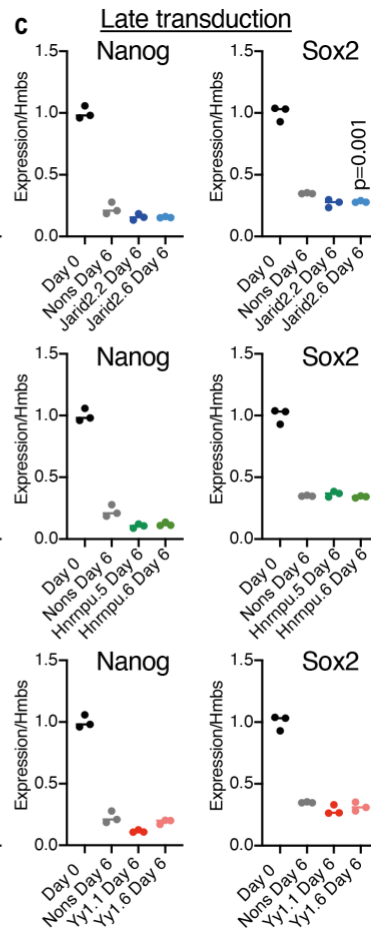

### **Supplementary Figure 3. Hairpin and Xmas differentiation validation.**

**(a)** Bar graphs showing the expression of the indicated genes relative to *Hmbs*, measured by qRT-PCR following knockdown with the indicated shRNAs. Knockdown was measured in either mESCs or MEFs three days following viral transduction of shRNA ( $n = 1$  to 3 independent replicates, error bars indicate s.e.m.). **(b)** qRT-PCR of Nanog and Sox2 at day 0 and day 6 of differentiation in Xmas mESCs when transduced with the indicated shRNA 6 days prior to induction of differentiation (Early transduction).  $n = 3$  independent replicates. Two-tailed unpaired Student's *t*-test with multiple testing correction. Only statistically significant *p*-values are given. **(c)** qRT-PCR of Nanog and Sox2 at day 0 and day 6 of differentiation in Xmas mESCs when transduced with the indicated shRNA 2 days post induction of differentiation (Late transduction).  $n = 3$  independent replicates. Two-tailed unpaired Student's *t*-test with multiple testing correction. No statistically significant *p*-values were obtained. Source data are provided as a source data file.

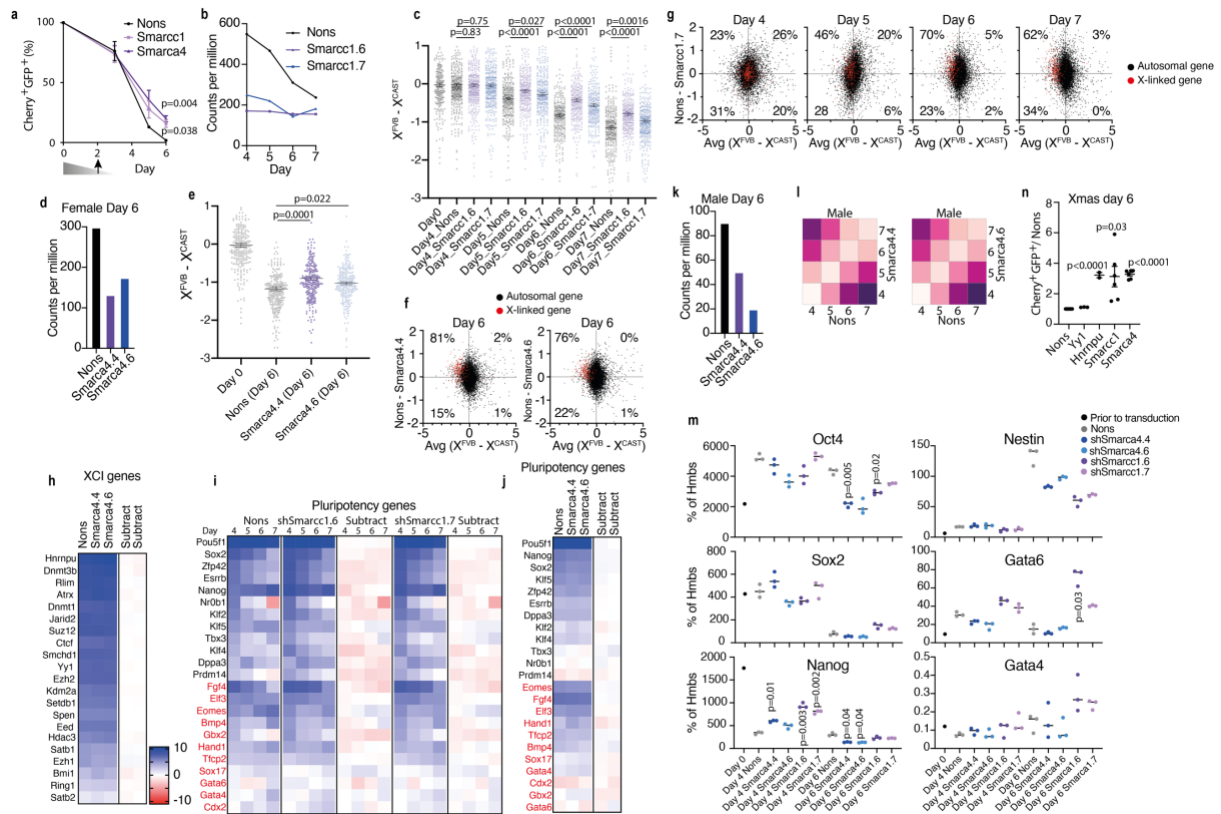

## Supplementary Figure 4. *Smarcc1* and *Smarca4* depletion cause failure of XCI.

(a) Flow cytometry data along a time course of Xmas mESC differentiation following shRNA mediated knockdown of *Smarcc1*, *Smarca4* or Nons (n = 4 independent replicates with two shRNAs per gene, error bars indicate s.e.m., Two-way ANOVA, *p*-values are given. (b) RNA-seq of differentiating X<sup>FVB</sup>X<sup>CAST</sup> mESCs, showing expression (log<sub>2</sub> rpm) of *Smarcc1* following its knockdown. (c) Expanded version of data from Fig. 5d showing allele specific RNA-seq of differentiating X<sup>FVB</sup>X<sup>CAST</sup> mESCs following knockdown of *Smarcc1*. Two-tailed Student's unpaired *t*-test, n = 246 to 371 informative genes, *p*-values are given. (d) RNA-seq of differentiating X<sup>FVB</sup>X<sup>CAST</sup> mESCs, showing expression (tpm log<sub>2</sub>) of *Smarca4* following its knockdown. (e) Expanded version of data from Fig. 5e showing allele specific RNA-seq of differentiating X<sup>FVB</sup>X<sup>CAST</sup> mESCs following knockdown of *Smarca4*. Error bars show mean $\pm$ SEM. Two-tailed Student's unpaired *t*-test, n = 239 to 254 informative genes, *p*-values are given. (f,g) These graphs show RNA-seq data and are designed to compare gene expression from the X chromosome with respect to autosomes. Each point on the graph represents an informative gene, with X-linked genes in red and autosomal genes in black. The x-axis shows the ratio of expression from FVB compared to CAST (X<sup>FVB</sup>-X<sup>CAST</sup> log<sub>2</sub>), therefore XCI is

observed as a left shift of the red dots along the x-axis. The y-axis shows the ratio of expression from Nons compared to knockdown with *Smarca4* (**f**) or *Smarcc1* (**g**) ( $\log_2\text{FC rpm Nons} - \text{knockdown}$ ), therefore a failure of XCI in the knockdown is observed as an upward shift of the red dots along the y-axis. Black dots give an indication of global trends in gene expression. Dotted lines indicate medians and percentages show the X-linked genes falling into each quadrant. **(h,i,j)** Heat maps of gene expression ( $\text{rpm log}_2$ ) with the difference between knockdown and control (subtract, Nons – knockdown) indicated for known XCI regulators following *Smarca4* knockdown (**h**) and pluripotency and differentiation genes following *Smarcc1* (**i**) or *Smarca4* (**j**) knockdown. Pluripotency associated genes appear in black type, differentiation associated genes in red. Scale bar represents both  $\log_2\text{ rpm}$  and  $\log_2\text{FC}$  (h-j). **(k)** RNA-seq of differentiating male mESCs, showing expression ( $\text{rpm log}_2$ ) of *Smarca4* following its knockdown. **(l)** Heat maps showing the average Euclidean distance in gene expression ( $\log_2\text{ rpm}$ ) between *Smarca4* knockdown and Nons control along a differentiation time course in male mESCs. **(m)** qRT-PCR in female mESCs at day 4 and day 6 of differentiation following knockdown with the indicated hairpins for pluripotency genes (Oct4, Sox2, Nanog) or differentiation genes (Nestin, Gata4, Gata6). 

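In the male mESC libraries of panels k and l, *Smarca4* (chromosome 9, 21616169 to 21704230 in mm10) was lower than in same-day Nons in 8 of 8 *Smarca4* knockdown libraries, at 21.6% to 55.3% of the Nons value. On day 6, Nons had 90.4 rpm, Smarca4.4 had 50.0 rpm and Smarca4.6 had 19.5 rpm. The log2 fold change averaged over days was -1.79 (standard error 0.288, adjusted *p* = 0.00277 from limma, and 0.024 with the culture series as a replicate block). Without hairpin Smarca4.6 it was -1.59, with an adjusted *p* of 0.0685 from limma. The distance from a *Smarca4* knockdown library to Nons of the same day was 122 ± 23.9 (SD, n = 8), and the mean distance to Nons of the other days was 193. The nearest Nons library was that of the same day in 8 of 8 libraries. The 2 *Smarca4* hairpins lay 121 ± 53.6 (SD, n = 4 days) apart on the same day, so the distance to Nons exceeded that between hairpins by 1.06 (exact permutation test, two-sided, *p* = 0.951). This average rests on day 5, where Smarca4.4 has the smallest library of the experiment and the hairpins lay 200.2 apart and 153.7 from Nons; on days 4, 6 and 7 the distance to Nons was the larger (100.8 against 87.9, 118.0 against 108.3, and 116.2 against 88.1). The excess was 7.35 with the 500 most variable genes (exact *p* = 0.0247), 10.4 with genes of mean log2 value of at least 0 (exact *p* = 0.198), 11.3 with a common lowest value (exact *p* = 0.136), -0.519 after centring on the median gene (exact *p* = 0.988), and 9.60 with all libraries thinned to the smallest, an alternative chosen after seeing the data (exact *p* = 0.16). On the Nons path the *Smarca4* knockdown libraries lay at 0.0135 days from their harvest day on average (exact *p* = 0.901). This mean combines hairpins that differed. On days 5, 6 and 7 Smarca4.6 lay at -0.25, -0.27 and -0.24 days, and Smarca4.4 at 0.33, 0.40 and -0.21 days. After thinning, Smarca4.4 lay at -0.31 days on day 5 and at 0.43 days on day 6. The sign of the mean shift changed with the setting, reaching -0.171 days with the 500 most variable genes (exact *p* = 0.0247). It was -0.0759 days with a common lowest value and -0.0763 days after thinning (exact *p* = 0.469 each). It stayed positive with autosomal genes (0.0120 days), with 1 added to rpm (0.0024 days) and after centring (0.0132 days).

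**Figure D2:**
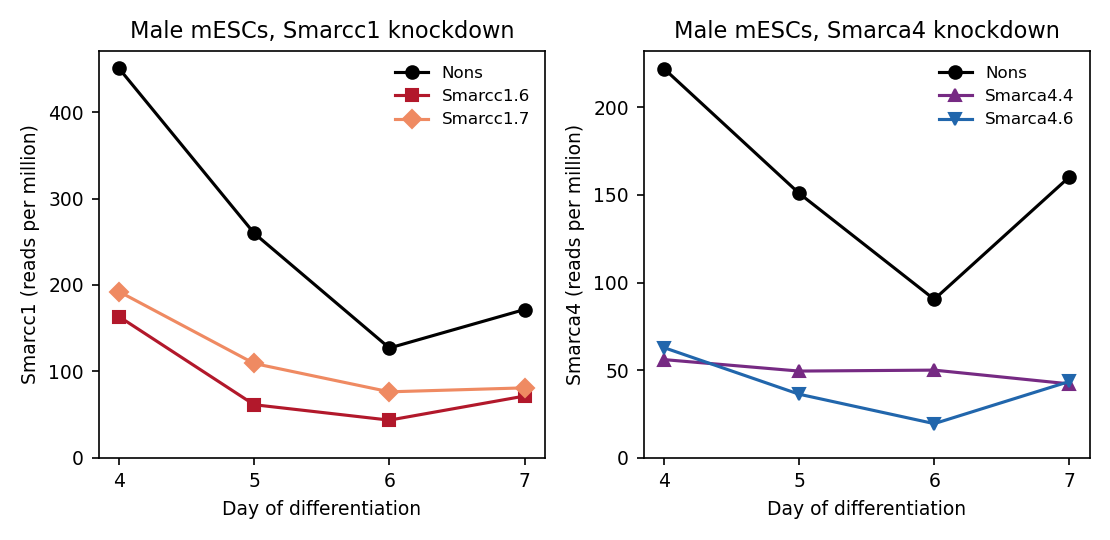
Expression in rpm (vertical axis, from 0) of *Smarcc1* (left) and *Smarca4* (right) by day of differentiation (horizontal axis) in male mESCs. Each point is a library, black for Nons and coloured for the hairpins against the gene shown; all 8 knockdown libraries of each gene lie below Nons of the same day.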

Two-tailed Student's unpaired *t*-test with multiple testing correction, only significant *p*-values are given, *n* = 3 independent replicates. **(n)** Xmas mESCs transduced with the indicated hairpins on day 3 of differentiation, with fluorescence measured by flow cytometry at day 6 (*n* = 2 to 6 independent replicates, error bars show the s.e.m, Two-tailed Student's unpaired *t*-test, *p*-values are given. Source data are provided as a source data file.

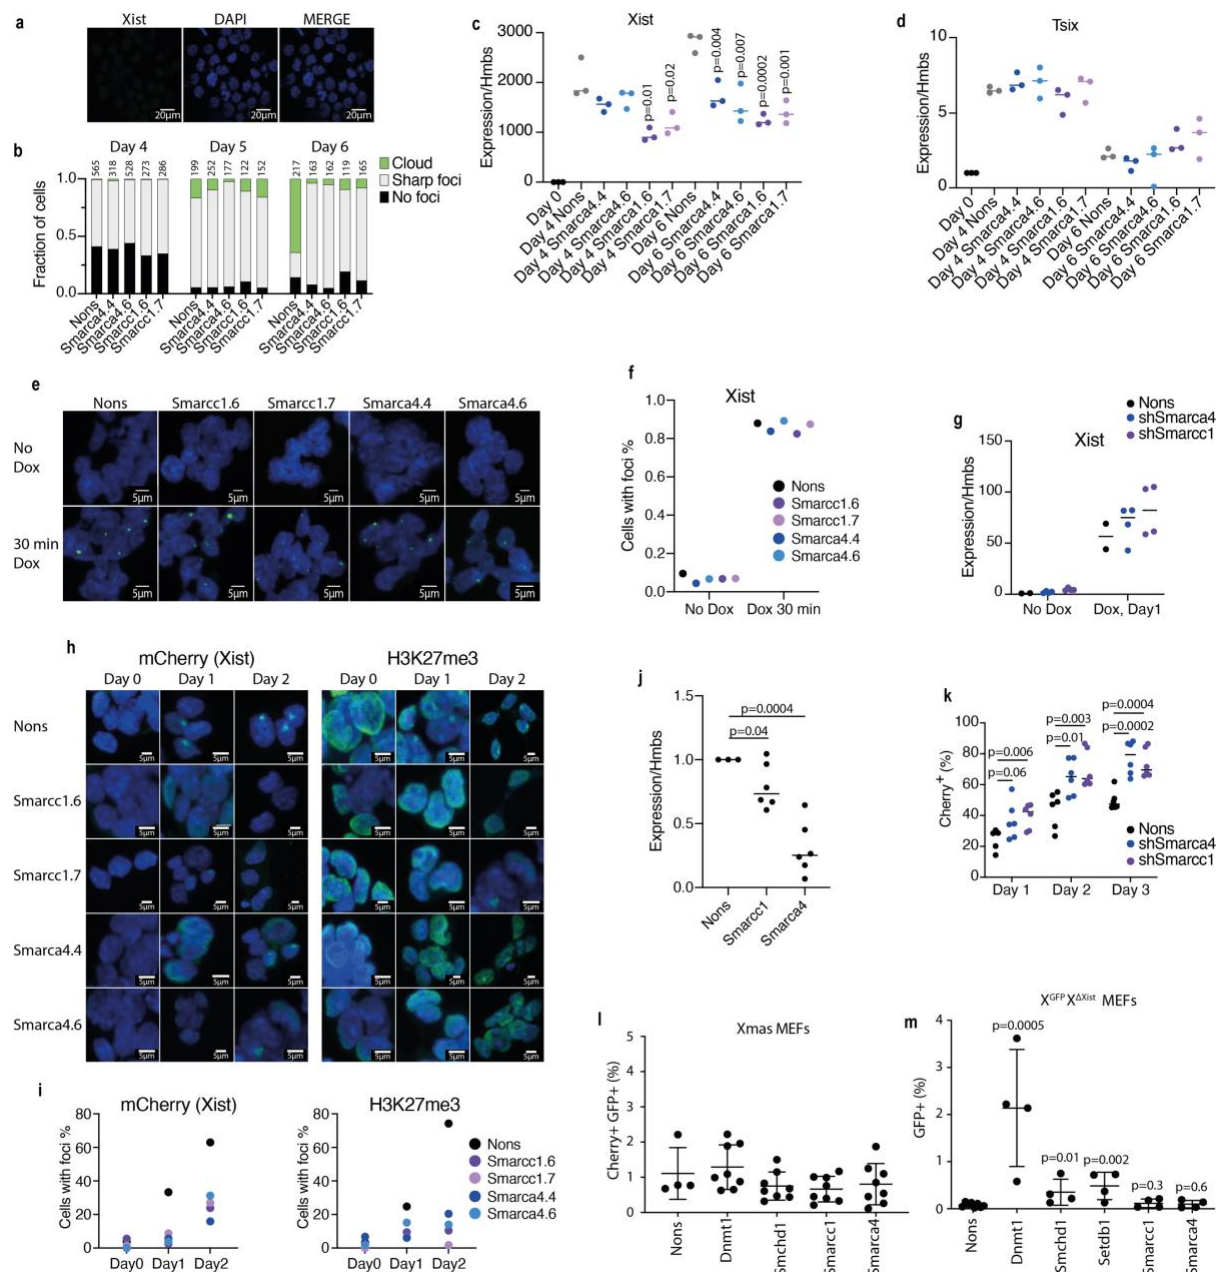

## Supplementary Figure 5. Smarcc1 and Smarca4 are required to establish the Xi.

(a) RNA FISH for *Xist* in female mESCs at day 0 of differentiation. *Xist* staining in green, DAPI in blue. Representative images from a single experiment are shown. (b) Quantification of data from (6a). (c,d) qRT-PCR in female mESCs at day 4 and day 6 of differentiation following knockdown with the indicated hairpins for *Xist* (c) and *Tsix* (d). Two-tailed Student's unpaired *t*-test, only significant *p*-values are given, *n* = 3 independent replicates. (e-k) Show experiments in male mESCs with inducible *Xist*:BglISL-mCherry<sup>75</sup>. *Xist* expression is induced from chromosome 17 by the addition of doxycycline and can be detected by an antibody against mCherry. Cells were challenged with either *Smarcc1*, *Smarca4* or nonsilencing control

knockdown, as indicated. Representative images from each experiment are shown. **(e)** RNA FISH for *Xist* prior to (No Dox) or following 30 minutes of *Xist* induction with doxycycline. *Xist* staining in green, DAPI in blue. **(f)** Quantification of data from (6e). **(g)** qRT-PCR for *Xist* before or one day post doxycycline induction. Two-tailed Student's unpaired *t*-test, *n* = 2 to 4 independent replicates, no statistically significant results were obtained. **(h)** Immunostaining for mCherry (*Xist*) or H3K27me3 at day 0, 1 or 2 post *Xist* induction, shown in green. DAPI staining in blue. **(i)** Quantification of data shown in (6h). **(j)** qRT-PCR for *Xist* following 24 hours of doxycycline induction then 24 hours of washout, allowing measurement of *Xist* transcript stability. One-tailed Student's unpaired *t*-test, *p*-values are given, *n* = 3 to 6 independent replicates with two hairpins per gene. **(k)** Flow cytometry data for mCherry at days 1, 2 and 3 post *Xist* induction. Note that cells that undergo *Xist* induced gene silencing will die, therefore mCherry positivity is a measure of failed gene silencing. Two-tailed Student's unpaired *t*-test, *p*-values are given, *n* = 6 independent replicates with two hairpins per gene. **(l)** Flow cytometry data from Xmas MEFs following knockdown of indicated gene and treatment with 5-azacytidine. **(m)** Flow cytometry data from Xi<sup>GFP</sup>Xa MEFs following knockdown of indicated gene and treatment with 5-azacytidine. (l, m) *n* = 4 to 8 independent replicates with two hairpins per gene and error bars show the s.e.m., Two-tailed Student's unpaired *t*-test, *p*-values are given. Source data are provided as a source data file.

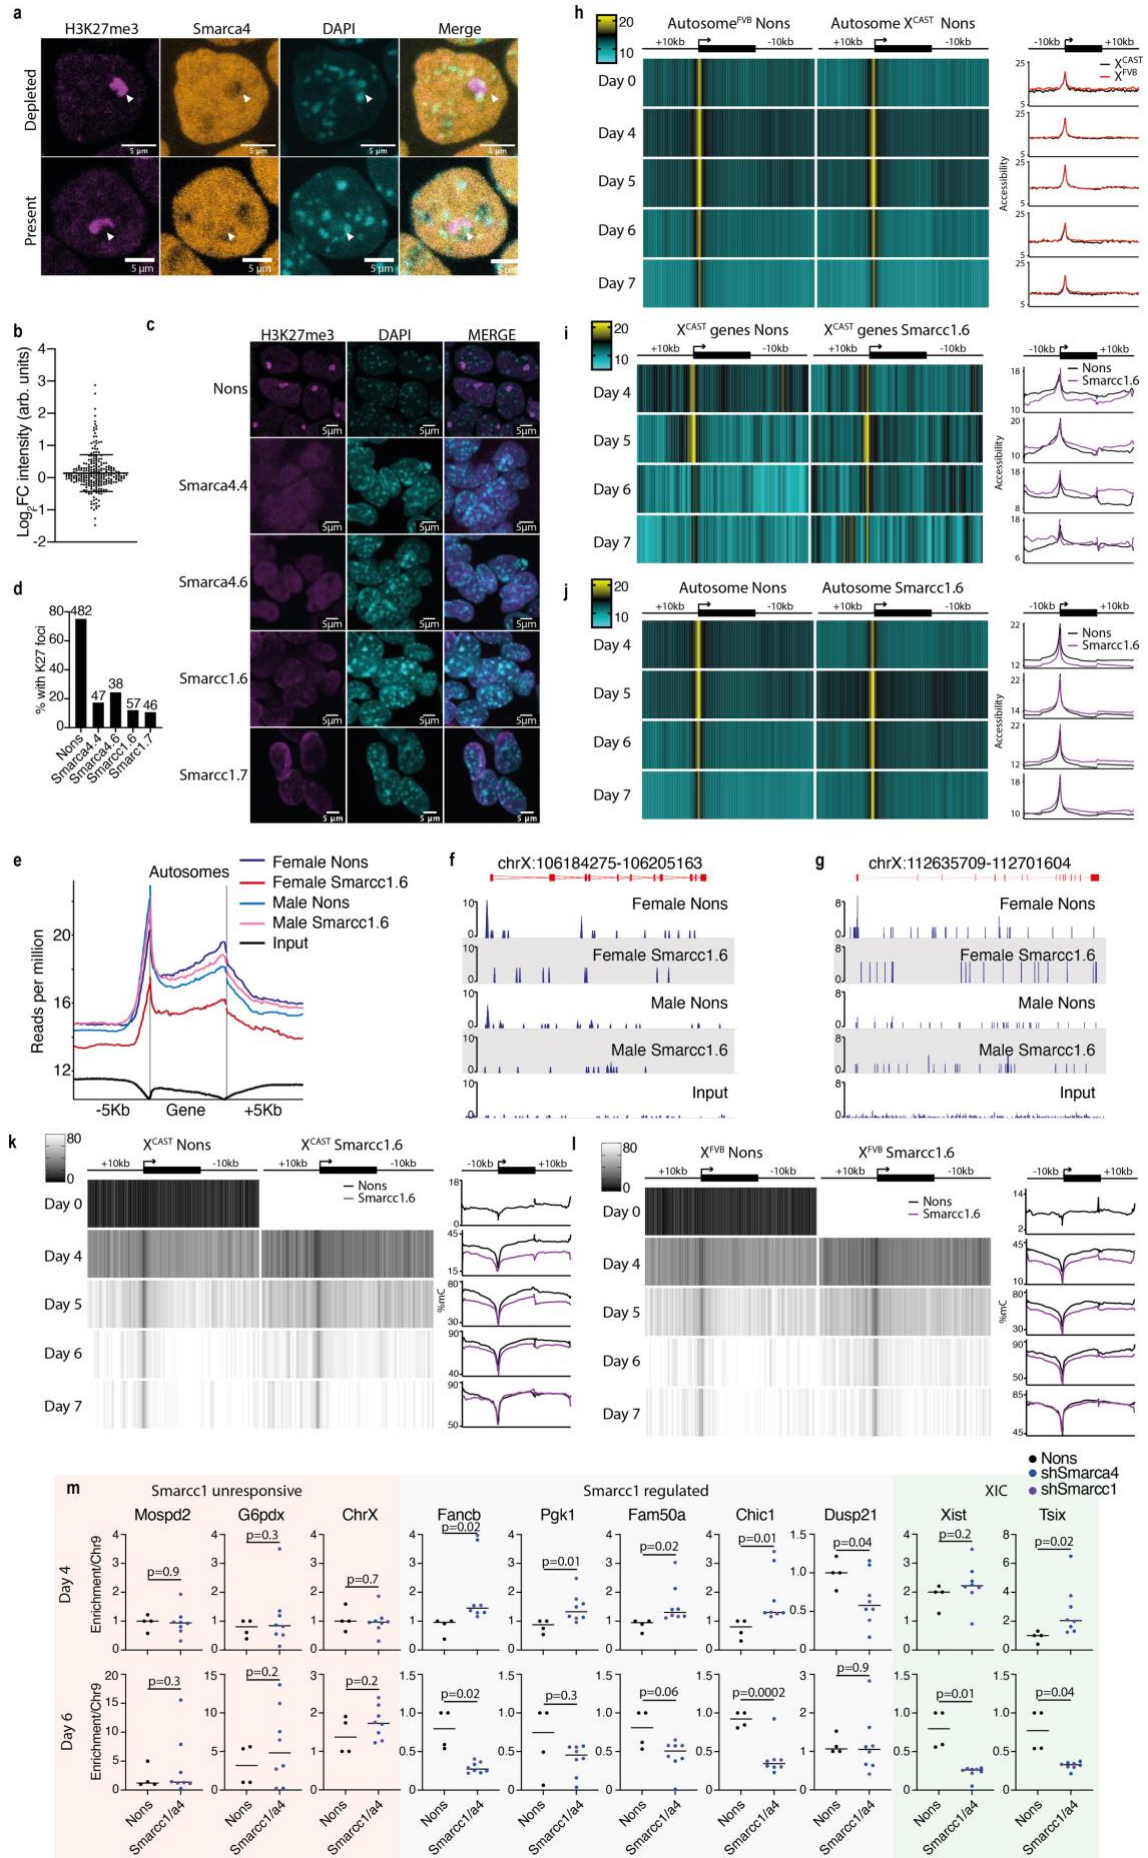

**Supplementary Figure 6. Smarcc1 and Smarca4 are not required for maintenance of XCI.**

(a) Immunostaining of H3K27me3 and Smarca4 in female mESCs at day 6 of differentiation. Representative images of Smarca4 being both present and depleted at sites of H3K27me3 are shown. White arrows indicate H3K27me3 foci. (b) Plot of data shown in (a) indicating the average intensity of Smarca4 in arbitrary units (arb. units) underneath H3K27me3 foci compared to the rest of the nucleus ( $\log_2FC$ ), for all cells measured. Error bars represent the mean  $\pm$  standard deviation. (c) Immunostaining of H3K27me3 in female mESCs at day 6 of differentiation following knockdown with the indicated hairpins. (d) Quantification of data shown in (c). (e-g) Smarca4 ChIP-seq in male and female mESCs at day 4 of differentiation, with either a Smarcc1 knockdown or nonsilencing control. (e) shows the average read density across all autosomal genes including 5kb up and downstream and (f,g) show example coverage plots. (h,i,j) Nucleosome occupancy (% GpC methylation) along a time course of female mESC differentiation determined by NOME-seq averaged across all genes and flanking regions on autosome FVB and CAST genes (h), or the  $X^{CAST}$  (i) or autosomes (j) upon Smarcc1.6 knockdown. The data shown as a heat map or a smoothed histogram. (k,l) DNA methylation (% CpG methylation) along a time course of female mESC differentiation determined by NOME-seq averaged across all genes and flanking regions on the  $X^{CAST}$  (k) or  $X^{FVB}$  (l) upon Smarcc1.6 knockdown. The data shown as a heat map or a smoothed histogram. (m) MARS-qPCR data shown for promoters of genes that were either unresponsive or responsive to Smarcc1 knockdown from the NOME-seq data, in female Xmas mESCs at either day 4 or day 6 of differentiation, with either *Smarcc1*, *Smarca4* or nonsilencing control knockdown. The promoters of *Xist* and *Tsix* are also shown. Note that a higher enrichment value indicates higher nucleosome density. *Smarca4* and *Smarcc1* depleted samples were pooled for statistical analysis, Two-tailed Welch's unpaired *t*-test, *p*-values are given. *n* = 4 independent replicates per gene with two hairpins per gene. Source data are provided as a source data file.

## Xmas mESC Gating Strategy

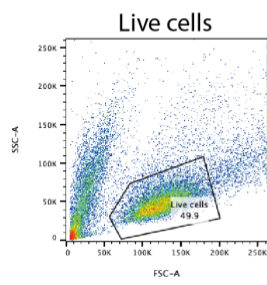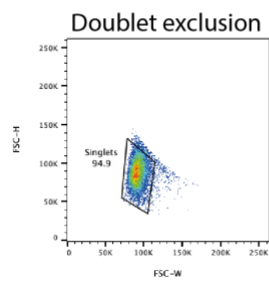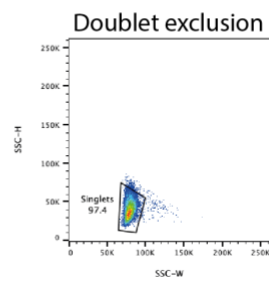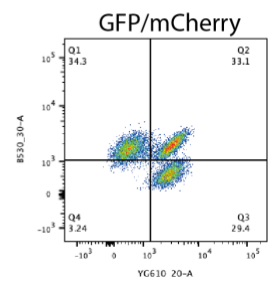

**Supplement:** Supplementary file 1 — Supplementary information

# Supplementary material for: BAF complex-mediated chromatin relaxation is required for establishment of X chromosome inactivation
**Source:** Nat Commun. 2022 Mar 29;13:1658. doi: 10.1038/s41467-022-29333-1
**Supplement:** Supplementary file 3 — Description of additional Supplementary File

### **Descriptions of Additional Supplementary Information Files**

Supplementary Data 1: RNA-seq in differentiating Xmas mESCs Table provides analysed RNA-seq data along a timecourse of Xmas mESC differentiation. Expression values are given in rpm log2.

Supplementary Data 2: RNA-seq in female mESC with Smarca4 knockdown Table provides allele specific RNA-seq data at day6 of FVB cross CAST female mESC differentiation with either Smarca4 knockdown or Nons control. Values given are the XFVBXCAST log2 value for only informative genes.

Supplementary Data 3: Allele split RNA-seq in female mESC with Smarcc1 knockdown Table provides allele specific RNA-seq data along a timecourse of FVB cross CAST female mESC differentiation with either Smarcc1 knockdown or Nons control. Values given are the XFVB-XCAST log2 value for only informative genes.

Supplementary Data 4: RNA-seq in female mESC with Smarcc1 knockdown Table RNA-seq data along a timecourse of FVB cross CAST female mESC differentiation with either Smarcc1 knockdown, Smarca4 knockdown or Nons control. Values given are log2CPM.

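Expression in the male mESC libraries is given per gene and library on the log2 rpm scale, where a difference of 1 is a doubling and the lowest entry of a library depends on its depth. Y-linked genes check the sex of the male libraries: over the 20 libraries analysed here, *Ddx3y* ranged from 33.8 to 116 rpm, *Eif2s3y* from 61.2 to 164 rpm, *Kdm5d* from 8.41 to 26.4 rpm and *Uty* from 25.7 to 89.8 rpm. The 13 mitochondrial genes listed were at the lowest value in every library. The 10 most abundant genes held 4.1% to 9.1% of the reads of a library.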

Supplementary Data 5: RNA-seq in male mESC Table provides analysed RNA-seq data along a timecourse of male mESC differentiation. Expression values are given in rpm log2.

Supplementary Data 6 : Oligonucleotides - Table provides the sequences of oligonucleotides used in this study for qRT-PCR, genotyping and shRNA knockdown.

# Supplementary material for: BAF complex-mediated chromatin relaxation is required for establishment of X chromosome inactivation
**Source:** Nat Commun. 2022 Mar 29;13:1658. doi: 10.1038/s41467-022-29333-1
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used.

Data analysis

Seqmonk v1.36.1 and v1.38.2 was used to visualise and perform statistical analysis on all RNAseq, ChIP-seq and NOME-seq datasets.  
 SNPsplite v0.3.2 was used to process allele specific RNA-seq and NOME-Seq  
 bowtie2 v2.2.5 was used to map RNA-seq  
 Hisat2 v2.0.5 was used to map RNA-seq  
 tophat v2.1.1 was used to map ChIP-seq  
 trim\_galore v0.4.4 was used for adapter trimmed  
 voom v3.40.6 was used to analyse RNA-seq  
 SNPsplite v0.3.2 was used to haplotype sequencing data  
 edgeR v3.26.7 was used to analyse RNA-seq  
 EGSEA v1.12.0 was used for gene set testing  
 R v3.6.1 was used for Euclidean distance calculations  
 Fiji (ImageJ2 v 2.3.0/1.53n) was used to analyse microscopy data.  
 Custom Fiji macro for analysing colocalisation between two channels. Available here [https://github.com/DrLachie/smchd1\\_coloc](https://github.com/DrLachie/smchd1_coloc)  
 FloJo v9.9.6 was used for analysis of flow cytometry data

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All next generation sequencing data generated for this project have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE137163 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE137163>). Publicly available data was utilised in this study and is available from the GEO database under accession numbers GSE23943 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE23943>) and GSE67299 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE67299>). Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The majority of experiments were performed on n>3, to ensure reproducibility while being affordable. Some genomic data is provided as less than n = 3 to reduce costs, however statistical power is obtained by analysing the X chromosome as a whole or through multiple time points in a time course. Sample sizes necessary for a particular experiment were chosen based on prior knowledge. |
| Data exclusions | No data was excluded                                                                                                                                                                                                                                                                                                                                                                             |
| Replication     | The majority of experiments were replicated. Additionally, in multiple techniques were performed to address questions. Replicates where positive controls failed were excluded.                                                                                                                                                                                                                  |
| Randomization   | It was not appropriate to randomise samples. Covariates were controlled by comparison to the most appropriate negative controls.                                                                                                                                                                                                                                                                 |
| Blinding        | The scoring of microscope images and flow cytometry data was blinded. For other successful completion of other experiments it was necessary for the operator to be unblinded.                                                                                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | BUV395 Thy1.2 BD Biosciences 565257, 1:200 dilution.<br>BV421 EpCAM BD Biosciences 563214, 1:100 dilution.<br>SSEA1-Biotin eBioscience 13-8813-82, 1:400 dilution.<br>Streptavidin Pe-Cy7 BD Biosciences 557598, 1:200 dilution.<br>Smarca4 Abcam ab110641, 1:100 dilution.<br>H3K27me3 Millipore 07-449, 1:100 dilution.<br>H3K27me3 Cell Signalling Technology C36B11, 1:100 dilution.<br>Smarcc1 anti-rabbit IgG Cell Signaling #11956S, 1:100 dilution. |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Smarca4 (for ChIP) Cell Signalling Technology D1Q7F, 10ug per IP.

mCherry Novus Biologicals NBP2-25158, 1:100 dilution.

PE-Cy7-conjugated anti-Sca1 BD Pharmingen Clone D7 (RUO), 1:100 dilution.

Ter119, B220, CD19, Gr1, CD2, CD3 and CD8, APC-conjugated anti-c-kit/CD117 were generated in-house by the WEHI antibody facility. These antibodies used at 1:100 dilution.

## Validation

We validated that each antibody behaved as expected in our controls for each experiment. Antibodies used for IF were confirmed to produce the expected staining patterns, either with nuclear localisation or the presence of a foci at the inactive X chromosome. Antibodies used for flow cytometry were confirmed to identify the expected cell population. All commercial antibodies have validation data available from the supplier websites, as follows.

BUV395 Thy1.2 BD Biosciences 565257

<https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv395-rat-anti-mouse-cd90-2.565257>

BV421 EpCAM BD Biosciences 563214

<https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv421-mouse-anti-human-cd326.563214>

SSEA1-Biotin eBioscience 13-8813-82

<file:///Users/keniry/Downloads/Antibody-SSEA1.pdf>

Streptavidin Pe-Cy7 BD Biosciences 557598

<https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/streptavidin-apc-cy-7.554063>

Smarca4 Abcam ab110641

<https://www.abcam.com/brg1-antibody-epncir111a-ab110641.html>

H3K27me3 Millipore 07-449

[https://www.merckmillipore.com/AU/en/product/Anti-trimethyl-Histone-H3-Lys27-Antibody,MM\\_NF-07-449](https://www.merckmillipore.com/AU/en/product/Anti-trimethyl-Histone-H3-Lys27-Antibody,MM_NF-07-449)

H3K27me3 Cell Signalling Technology C36B11

<https://www.cellsignal.com/products/antibody-conjugates/tri-methyl-histone-h3-lys27-c36b11-rabbit-mab-alexa-fluor-647-conjugate/12158>

Smarcc1 anti-rabbit IgG Cell Signaling #11956S

<https://www.cellsignal.com/products/primary-antibodies/smarcc1-baf155-d7f8s-rabbit-mab/11956>

Smarca4 (for ChIP) Cell Signalling Technology D1Q7F

<https://www.cellsignal.com/products/primary-antibodies/brg1-d1q7f-rabbit-mab/49360>

mCherry Novus Biologicals NBP2-25158

[https://www.novusbio.com/products/mcherry-antibody\\_nbp2-25158](https://www.novusbio.com/products/mcherry-antibody_nbp2-25158)

PE-Cy7-conjugated anti-Sca1 BD Pharmingen Clone D7

<https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-cy-7-rat-anti-mouse-ly-6a-e.561021>

## Eukaryotic cell lines

Policy information about [cell lines](#)

### Cell line source(s)

Xmas ESCs derived from XHprt-GFP and XHprt-mCherry crosses  
Xmas MEFs derived from XHprt-GFP and XHprt-mCherry crosses  
F1 ESCs derived from FVB and CAST crosses  
MEFs derived from D4/XEGFP and XistΔA crosses  
Male mESCs with inducible Xist:BglIII:Cherry on chromosome 17 (Moindrot et al., Cell Rep, 2015)

### Authentication

These cell lines were authenticated based on control samples behaving as expected.

### Mycoplasma contamination

All cell lines were derived fresh for this study, often multiple times, and therefore were not at risk of mycoplasma. They were therefore not tested for such.

### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified lines were used.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

XHprt-GFP XHprt-GFP mouse strain (Xmas C57/Bl6), males and females used for breeding and retired at approximately 1 year of age.

XHprt-mCherry XHprt-mCherry mouse strain (Xmas C57/Bl6), males and females used for breeding and retired at approximately 1 year of age.  
 Castaneus (CAST/EiJ), males and females used for breeding and retired at approximately 1 year of age.  
 FVB/NJ, males and females used for breeding and retired at approximately 1 year of age.  
 D4/XEGFP mouse strain (Hadjantonakis et al., 1998), males and females used for breeding and retired at approximately 1 year of age.  
 Xist $\Delta$ A mouse strain (Royce-Tolland et al., 2010), males and females used for breeding and retired at approximately 1 year of age.

Wild animals

No wild animals used in this study.

Field-collected samples

No field-collected samples used in this study.

Ethics oversight

Animals were housed and treated according to Walter and Eliza Hall Institute (WEHI) Animal Ethics Committee approved protocols (2014.034, 2018.004).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

Gene Expression Omnibus, under GSE137163. <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE137163>

Files in database submission

Brg1-Female-Nons\_S1\_R1.merge.fastq.gz  
 Brg1-Female-Smarcc1-6\_S2\_R1.merge.fastq.gz  
 Brg1-Male-Nons\_S3\_R1.merge.fastq.gz  
 Brg1-Male-Smarcc1-6\_S4\_R1.merge.fastq.gz  
 Input-Nons\_S15\_R1.fastq.gz  
 Macs2\_peaks.xlsx

Genome browser session  
 (e.g. [UCSC](#))

No longer applicable.

### Methodology

Replicates

Single replicate

Sequencing depth

Brg1-Female-Nons: 87952953 reads , 3031128 uniquely mapped reads  
 Brg1-Female-Smarcc1-6: 80969125 reads , 1560849 uniquely mapped reads  
 Brg1-Male-Nons: reads 280343197 , 5686343 uniquely mapped reads  
 Brg1-Male-Smarcc1-6: 30478300 reads , 3711184 uniquely mapped reads  
 Input: reads 79916967, 26073233 uniquely mapped reads

Antibodies

10ug Smarca4 (for ChIP) Cell Signalling Technology D1Q7F

Peak calling parameters

tophat was used to map reads to mm10. The macs2 peak caller housed within the Seqmonk software was used to call peaks at an FDR below 5% for a fragment size of 300bp. The Input sample was used as the control.

Data quality

ChIP-seq antibody was validated by the appearance of identifiable and statistically significant peaks.  
 Brg1-Female-Nons: 21245 peaks called below 5% FDR and above 5-fold enrichment.  
 Brg1-Female-Smarcc1-6: 2759 peaks called below 5% FDR and above 5-fold enrichment.  
 Brg1-Male-Nons: 36170 peaks called below 5% FDR and above 5-fold enrichment.  
 Brg1-Male-Smarcc1-6: 16681 peaks called below 5% FDR and above 5-fold enrichment.

Software

Seqmonk was used for all analysis.

## Flow Cytometry

### Plots

Confirm that:

☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).

☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).

☒ All plots are contour plots with outliers or pseudocolor plots.

☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Xmas ESCs were prepared in KDS-BSS with 2% (v/v) FBS, with dead cells and doublets excluded by size.

Hematopoietic stem and progenitor cells (LSK: Lineage- Sca1+ c-Kit+ cells) were isolated from fetal livers from E14.5 Xmas female embryos, essentially as described<sup>107</sup>. Dissociated fetal liver cells were incubated with rat monoclonal anti-Ter119 antibody, then mixed with BioMag goat-rat IgG beads (Qiagen) and Ter119+ cells were depleted using a Dynal magnet (Invitrogen). The remaining cells were stained with Alexa700-conjugated antibodies against lineage markers Ter119, B220, CD19, Gr1, CD2, CD3 and CD8, APC-conjugated anti-c-kit/CD117 (generated by the WEHI Antibody Facility) and PE-Cy7-conjugated anti-Sca1 (BD Pharmingen). Cells were stained with FluoroGold to assess viability

Instrument

BD LSRFortesssa or BD FACSAriaIII

Software

Flow cytometry data were analysed using FlowJo.

Cell population abundance

Xmas mESCs are a pure population and therefore, once dead cells are excluded, they represent 100% of the population.

Gating strategy

Dead cells and doublets excluded by FSC and SSC.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

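RNA-seq of differentiating male C57/Bl6 mESCs was analysed: 8 *Smarcc1* knockdown libraries, 8 *Smarca4* knockdown libraries and 4 Nons libraries, on days 4, 5, 6 and 7. Groups, hairpins and days were taken from the sample titles and the paper. A genotype label describes the Smarca4 libraries as a Smarcc knockdown; the titles and Supplementary Fig. 4k, l name Smarca4 and were followed, and *Smarca4* was lower than in same-day Nons in all 8 of these libraries. The 4 libraries of Nons replicate 2 were not analysed here.

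The authors trimmed the reads with trim_galore, aligned them to mm10 with tophat or hisat2, and deposited log2 rpm values made by the RNA-seq quantitation pipeline of SeqMonk. The annotation release and whether strand was used are not named in the paper's text, so overlapping and antisense genes such as *Xist* and *Tsix* are uncertain. The log2 scale has a lowest value in each library, equal to 0.9 of a read, and from it the whole reads and the total of each library were recovered. Totals ranged from 6829596 to 27472885 reads. The 3 reads taken as the smallest number that can be told from none are worth 0.109 to 0.439 rpm, depending on the library.

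Distances between libraries were Euclidean on the log2 values, as in the paper's methods. The paper's text does not name the genes that entered its distances; all 25965 entries were used here. Differential expression used limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on 13296 genes with a mean log2 value of at least 0, with Benjamini-Hochberg adjusted *p*-values and a threshold of 0.05. All 20 libraries entered the fit, with a mean for each of the 12 combinations of group and day, and contrasts were averaged over days. Because Nons has 1 library per day, the 8 residual degrees of freedom come from hairpin pairs, and each contrast with Nons rests on a single Nons series. The tests of distances and stage had been designed for 2 Nons libraries per day. They were adapted to 1: on each day 1 of the 3 libraries (Nons and the 2 hairpins) plays Nons, which gives 81 arrangements and a smallest exact *p* of 0.012. Each exact *p* is the share of arrangements at least as far from the mean of all 81 as the real one. The distance is not taken from 0. The excess distance is the mean same-day distance from Nons to the hairpins minus the distance between the hairpins. For the stage shift, each library was placed at the closest point of the straight-line path through the Nons libraries, and its harvest day was subtracted; positions before day 4 and after day 7 cannot occur.

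The hairpin numbers in the sample titles are hairpin names, and the labels pair no cultures across groups and name no batch. Whether libraries of different groups shared a batch was not tested. On day 6 the 10 most abundant genes held 8.2% of reads in Nons, 8.3% in Smarcc1.6 and 9.1% in Smarca4.6. They held 6.3% in Smarcc1.7 and 6.8% in Smarca4.4. On that day *Smarca4* was 223.1% of Nons in Smarcc1.7 and 107% in Smarcc1.6. *Smarcc1* was 190.2% of Nons in Smarca4.4 and 117.5% in Smarca4.6. The replicate block is the culture series, the 4 days of a hairpin or of Nons, entered as a random effect through duplicateCorrelation. The genes named are those the paper names for these experiments and, for each knockdown, the 5 largest rises and the 5 largest falls among genes past the threshold whose 2 hairpins both differed from Nons in the same direction on all 4 days. The methods were tested on simulated data: of 200 genes given a log2 change of 1, 83% were called, 1 unchanged gene among the 13344 tested was called, and a delay of 0.5 days given to the libraries of days 5 to 7 was found as a mean shift of -0.489 days over those days (exact *p* = 0.037 over all days). Apart from the changes given, simulated libraries of a day shared 1 mean and had no differences between cultures or hairpins. In the real libraries the deviations of the hairpins correlated between days at up to 0.823. The simulation therefore does not show how the methods perform where cultures differ. The shifts measured in the real libraries are means over days 4 to 7 unless days 5 to 7 are named.

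The alternatives tried were other filters on low values, 1 added to the rpm values, centring on the median gene, quantile normalization, another set of genes for the distances, a common lowest value, limma-voom on recovered reads, other models of day, the replicate block and leaving out each hairpin. These and the designs were fixed before the data were examined. The contrast between the 2 knockdowns, the thinning of all libraries to the depth of the smallest, the mean of the pluripotency genes, each series in turn as the control, the correlation with the slope over days and the comparison with the paper's female values were chosen after seeing the data.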

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

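The tests of depth, the single Nons series and the female values, and the contrast between the 2 knockdowns with its tests, were chosen after the gene counts were seen.

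The paper does not report which genes changed in the male libraries. Against Nons, 1412 of 13296 genes changed in *Smarcc1* knockdown (1003 higher, 409 lower) at an adjusted *p*-value under 0.05 in limma, and 605 with the culture series as a replicate block. In *Smarca4* knockdown 892 genes changed (631 higher, 261 lower), and 258 with the replicate block. The correlation of hairpin deviations between days, which the block takes up, was 0.331 on average for *Smarcc1* and 0.0932 for *Smarca4*. The real arrangement was 1 of 81 to give as many genes in either knockdown, and the most genes from another arrangement were 845 and 349. Depth is not enough to explain the counts: with all libraries thinned to 6829596 reads, 1081 and 595 genes changed, of which 1008 and 550 were among those at full depth; the *Smarca4* count then lies at the limit of 1.5 times set for a count to differ. Nor is the scaling by abundant genes, since centring each library on its median gene gave 1459 and 894 genes.

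The single Nons series remains as an explanation. With each of the 5 series taken as the control against the other 4, Nons gave 1045 genes, Smarcc1.6 gave 91, Smarca4.6 gave 42, and Smarcc1.7 and Smarca4.4 gave 0. Nons was thus 1 of 5 series, a share of 0.2, which cannot fall below 0.05. At an unadjusted *p*-value under 0.05 the order differed: Smarcc1.7 gave 3146 genes, Nons 2899, Smarcc1.6 2321, Smarca4.6 1741 and Smarca4.4 649. With 5 series this comparison could not have excluded a culture difference of the Nons series whatever it gave, and Nons gave the most genes at the adjusted threshold, so it leaves open whether such a difference may account for part of the genes. The paper's female *Smarcc1* values, which have other Nons libraries, bear on this. Across 981 genes, 675 of chromosome 1 and 306 of chromosome 2, male and female changes correlated with r = 0.543. Genes of other chromosomes were not compared. A value near 0 would follow if the male changes belonged to the male Nons libraries alone, but this was written after the correlation was seen. No such reference value was measured. Of the 82 male calls among the 981 genes, 67 (81.7%) had the same sign. Genes are not independent replicates, and an effect of the nonsilencing hairpin itself would appear in both.

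Among genes changed in the same direction by both hairpins on all days, the largest rises in *Smarcc1* knockdown were *Gjb1* (log2 fold change 5.13), *Gm14569* (4.88), *2410004A20Rik* (4.02), *Neurog3* (3.74) and *Gm44* (3.56), and the largest falls were *Dcn* (-2.95), *Pion* (-2.48), *2610528J11Rik* (-2.33), *Rfx6* (-2.29) and *Heph* (-2.05). In *Smarca4* knockdown they were *Foxr1* (2.67), *Zscan5b* (2.64), *Cfc1* (2.52), *Il17re* (2.49) and *Ccno* (2.37), and *Dcn* (-2.37), *Heph* (-2.17), *Pion* (-2.12), *Stmn4* (-2.08) and *Kctd12b* (-2.00). Their adjusted *p*-values in limma ranged from 4.25e-06 (*Neurog3*) to 0.0127 (*Dcn* in *Smarca4* knockdown, 0.0962 with the replicate block). The sizes are uncertain where libraries hold few reads. *Gjb1*, *Gm14569*, *Foxr1*, *Zscan5b* and *Cfc1* had 0 reads in at least 1 Nons library, and *Neurog3*, *Gm44*, *2410004A20Rik*, *Il17re* and *Stmn4* had 2 or 3. Among the falls, *Dcn* in *Smarcc1* knockdown and *Pion* and *Stmn4* in *Smarca4* knockdown had 0 reads in at least 1 knockdown library, and *Pion* in *Smarcc1* knockdown had 1.

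A direct contrast of the 2 knockdowns gave 544 genes (339 higher and 205 lower in *Smarcc1* knockdown), and 105 with the replicate block. Chance is a possible explanation: 6 of 100 drawn splits of the same-day knockdown libraries into pairs gave as many genes, and another split gave up to 2827. Depth may also contribute, since 341 genes differed after thinning, 321 of them among the 544. The number of genes is therefore no evidence of a difference beyond chance. This does not extend to each gene: the 2 targets differ, with log2 fold changes of -1.33 and 0.21 for *Smarcc1* and of 0.27 and -1.79 for *Smarca4* in *Smarcc1* and *Smarca4* knockdown.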

How the results depend on the processing

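The cause of each change below was not tested. Both targets stayed lower in every setting tried, with adjusted *p*-values from limma up to 0.0135 for *Smarcc1* and 0.0685 for *Smarca4*. Leaving out a hairpin moved the *Smarcc1* log2 fold change between -1.59 and -1.07 and that of *Smarca4* between -1.99 and -1.59. The number of libraries nearest Nons of the same day was 6 to 8 for *Smarcc1* and 8 for *Smarca4* over the settings with all libraries.

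With the genes of mean log2 value of at least 0, the *Smarcc1* excess distance was 18.4 (exact *p* = 0.123), its stage shift -0.234 days (exact *p* = 0.0247) and the *Smarca4* shift -0.0176 days. With the 500 most variable genes, the *Smarcc1* shift was -0.331 days (exact *p* = 0.0123), the *Smarca4* excess 7.35 (exact *p* = 0.0247) and the *Smarca4* shift -0.171 days (exact *p* = 0.0247). With 1 added to rpm, the *Smarcc1* excess was 12.7 (exact *p* = 0.21). Centring on the median gene gave a *Smarcc1* shift of -0.249 days (exact *p* = 0.0494), a *Smarca4* excess of -0.519 and *Hprt* in *Smarcc1* knockdown at -0.0302. A common lowest value gave shifts of -0.255 (exact *p* = 0.0494) and -0.0759 days, and the first principal component -0.253 (exact *p* = 0.037) and -0.00665 days. The *Smarcc1* shift was negative in every setting. Leaving out a hairpin gave -0.259 to -0.236 days for *Smarcc1* and -0.136 to 0.163 days for *Smarca4*. With all libraries thinned to the 6829596 reads of the smallest, an alternative chosen after seeing the data, the excess was 19.0 for *Smarcc1* (exact *p* = 0.0617) and 9.60 for *Smarca4* (exact *p* = 0.16).

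With at least 10 rpm on average, genes changed numbered 491 (*Smarcc1*) and 266 (*Smarca4*), shared genes 180, differing genes 182, day 7 against day 4 5538, slopes 21 and 4, and X-linked against autosomal expression -0.12 and -0.10 (exact *p* = 0.037 each). The replicate block gave 605, 258, 189 and 105 genes, 7 and 6 of the listed genes, and 292 and 52 slopes. Slopes were otherwise 67 and 6 with 1 added to rpm, 46 (37 higher, 9 lower) and 6 (4 higher, 2 lower) with quantile normalization, 17 and 0 with a straight line per group (338 at an unadjusted *p*-value under 0.05), and 39 and 0 with only Nons and that knockdown (657 unadjusted for *Smarca4*). For *Smarca4* they were also 11 without a filter and 29 without the eBayes trend. Leaving out a hairpin of the same gene gave 843 to 1288 genes for *Smarcc1*, 277 to 420 for *Smarca4*, and 8 to 12 and 5 to 7 listed genes. Leaving out any of the 4 hairpins gave 232 to 430 shared, 49 to 263 differing and 7586 to 8118 genes for the days. Slopes for *Smarcc1* were 0 (901 unadjusted) and 10 without a *Smarcc1* hairpin, and 39 and 38 without a *Smarca4* hairpin; those for *Smarca4* were 0 without any of the 4 (505 to 731 unadjusted). Higher genes were 71.0% of those changed in *Smarcc1* knockdown and 70.7% in *Smarca4*. After quantile normalization these shares were 55.0% (657 higher, 537 lower) and 54.8% (394 higher, 325 lower), and centring gave 60.5% for *Smarca4* (541 higher, 353 lower). The direction split thus depends on the scaling.

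X-linked against autosomal expression was 0.0645 for *Smarcc1* and -0.182 for *Smarca4* without a filter. It was -0.11 for *Smarca4* with the mean in place of the median (exact *p* = 0.0494). Leaving out a hairpin gave -0.156 and -0.0353 for *Smarcc1*, and -0.0909 and -0.0826 for *Smarca4*. *Hprt* in *Smarcc1* knockdown was -0.0272 with quantile normalization, and *Smarca4* in *Smarcc1* knockdown ranged from -0.0343 to 0.568 with a hairpin left out. Of the 572 pairs of a single gene and a setting, 528 were the same, 41 were weaker and 3 reversed. Not run were the fits without either Nons replicate, since Nons replicate 1 is the only series analysed, the distance to the mean of 2 Nons libraries, and the excess distance without a hairpin, which leaves no hairpin pair.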

Differences from the paper's values

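The *Smarca4* expression of day 6 in Supplementary Fig. 4k, about 90 rpm for Nons, about 49 rpm for Smarca4.4 and about 19 rpm for Smarca4.6, read by eye, lies beside 90.4, 50.0 and 19.5 rpm here, so no value compared differed by more than 1.5 times.

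The colour scale of Fig. 5i starts below the smallest and ends below the largest distance of a male *Smarcc1* knockdown library to Nons calculated here over all genes, 100.5 and 257, and overlaps the range between them. The distances ran from 67.8 to 226 with a common lowest value, from 46.4 to 191 with the genes of mean log2 value of at least 0, and from 39.5 to 161 with 1 added to rpm. The ends of a colour scale need not be the ends of the values, so no distance was read from it.

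The paper reports no evidence of delayed differentiation. The mean stage shift of *Smarcc1* knockdown was -0.247 days here and did not pass 0.05 (exact *p* = 0.111), nor did it with autosomal genes (-0.246 days, exact *p* = 0.111) or with 1 added to rpm (-0.208 days, exact *p* = 0.0617). It passed 0.05 in the other 5 settings with all libraries that were set before the data were examined, with values from -0.331 to -0.234 days, and after thinning to equal depth, which was chosen after seeing the values (-0.252 days, exact *p* = 0.0494). These *p*-values exchange libraries on each day separately and do not allow for differences between cultures. On each other's path the 2 *Smarcc1* hairpins lay at -0.236 and 0.282 days, against -0.259 and -0.236 days on the path of Nons. Nons lay at 0.17 days on the path of Smarcc1.6, the direction of a delay, and at -0.0131 days on that of Smarcc1.7. These placements differ, so a delay is neither shown nor excluded by these libraries.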

Other observations

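The tests of differentiation pace, of the single Nons series and of the library with the fewest reads were chosen after the patterns were seen.

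The paper reports no genes changed in common between the knockdowns in female cells. In the male libraries 604 genes changed in both, 602 of them in the same direction, against 94.7 expected by chance, and 189 with the replicate block. Only 1 of 100 drawn arrangements with another library as Nons gave as many, the real one, and the most from another was 250. Both contrasts share the same Nons libraries, so a deviation of those libraries would appear in both. The paper's female changes, which have other Nons libraries, correlated with the male ones (r = 0.543 for *Smarcc1*, and 0.261 for *Smarca4* on day 6). No reference value for unrelated changes was measured. For the genes of chromosomes 1 and 2, the correlation goes against the male Nons libraries as the only source of the *Smarcc1* changes only if that source gives a value near 0. This condition was written after the correlation was seen. The correlation did not test the 604 shared genes themselves, and how many of them are owed to the shared Nons libraries was not tested.

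Of 11 tested pluripotency genes that the paper shows for female cells, 8 were higher in male *Smarcc1* knockdown (*Sox2*, *Zfp42*, *Esrrb*, *Nanog*, *Klf2*, *Tbx3*, *Klf4* and *Dppa3*) at an adjusted *p*-value under 0.05 in limma, 8 when adjusted over this list alone, and 6 with the replicate block. In *Smarca4* knockdown 5 were higher (*Zfp42*, *Esrrb*, *Nanog*, *Klf2* and *Dppa3*), and 4 with the replicate block; adjusted over this list alone, 8 changed, of which *Pou5f1* and *Nr0b1* were lower. The largest change was that of *Klf2*, with log2 fold changes of 2.12 and 1.65. The mean of the 11 genes was higher than in same-day Nons in 8 of 8 libraries of each knockdown, by 1.00 and 0.52 on the log2 scale (exact *p* = 0.0123 each, the smallest the 81 arrangements can give). The counts over all listed genes were 12 and 10, and the real arrangement was 1 of 81 to give as many in either knockdown.

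Slower differentiation of the whole transcriptome is a candidate explanation for the pluripotency genes. It predicts that genes falling over time are higher in knockdown, and the correlation across genes between the change in a knockdown and the slope over days in the other knockdown was -0.339 for *Smarcc1* and -0.0771 for *Smarca4*. This is in line with a slower pace in *Smarcc1* knockdown and gives little sign of it in *Smarca4* knockdown; genes are not independent replicates, and this difference between the knockdowns was not tested. The 8 tested differentiation genes, of which 7 were higher in each knockdown (median log2 fold change 0.62 and 0.81), are mixed for *Smarcc1*. A slower pace predicts higher values for those that fall over days in the other knockdown, and lower values for those that rise. In *Smarcc1* knockdown 4 of 4 falling genes were higher, as predicted. Of these, *Fgf4* barely moved (0.0221) and *Eomes* (0.42) was higher in only 4 of 8 libraries. Of 4 rising genes, *Hand1* (1.02, adjusted *p* = 0.0581 in limma) and *Gata4* (1.14, adjusted *p* = 0.00652) were higher, against the prediction. *Bmp4* and *Tfcp2* barely moved (-0.0038 and 0.0958). In *Smarca4* knockdown 6 of 6 rising genes were higher, *Tfcp2* by only 0.0481, and 1 of 2 falling genes was. Of the pluripotency genes, 8 of 9 falling genes were higher in *Smarcc1* knockdown, as predicted, but *Pou5f1*, falling at -1.12 per day, barely moved (0.0513). The 2 rising genes, *Tbx3* (1.51) and *Dppa3* (1.46), were also higher, against the prediction. *Nr0b1* fell at -2.53 per day and was higher by only 0.32, *Klf2* at -0.60 per day and by 2.12. *Zfp42*, *Esrrb*, *Nanog* and *Klf4* were also higher by more than their fall in 1 day, *Nanog* by 1.09 against -0.21 per day. *Sox2* was higher by less, 0.45 against -0.91 per day. On these slopes, rises larger than the fall of 1 day argue against a common shift of -0.247 days as their only source. In *Smarca4* knockdown 6 of 9 falling and 2 of 2 rising pluripotency genes were higher. For both knockdowns, Nons was the 1 series of 5 whose pluripotency genes differed most from the other 4. This share cannot fall below 0.05 with 5 series. On the log2 scale, the other 4 minus the series was 0.76 for Nons, -0.56 for Smarcc1.6 and -0.41 for Smarcc1.7. It was 0.20 for Smarca4.4 and 0.01 for Smarca4.6. This comparison could not have excluded a deviating Nons culture for the part common to both knockdowns, and leaves it open. The higher level in both *Smarcc1* series than in both *Smarca4* series does not involve Nons; that difference was not tested.

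Of 22 XCI regulators, 1 changed in each knockdown, *Suz12* in *Smarcc1* knockdown (log2 fold change 0.60, adjusted *p* = 0.019 in limma, 0.119 with the replicate block) and *Bmi1* in *Smarca4* knockdown (1.03, adjusted *p* = 0.00149, and 0.0164). Of 8 tested differentiation genes, 3 and 4 changed, all higher, and 1 and 1 with the replicate block. *Xist* was higher in 8 of 8 libraries of each knockdown, by 0.87 in *Smarcc1* (adjusted *p* = 0.0289 in limma, 0.147 with the replicate block) and by 0.57 in *Smarca4* (adjusted *p* = 0.189), but its reads overlap the antisense gene *Tsix* and the use of strand is not stated.

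The median of 485 X-linked genes relative to 12805 autosomal genes moved by -0.10 in *Smarcc1* knockdown (exact *p* = 0.198) and by -0.09 in *Smarca4* knockdown (exact *p* = 0.296) on the log2 scale. Neither passes 0.05 in this setting. With genes of at least 10 rpm both pass (-0.12 and -0.10, exact *p* = 0.037 each), and *Smarca4* also does with the mean in place of the median (-0.11, exact *p* = 0.0494), while *Smarcc1* reversed to 0.0645 without a filter (exact *p* = 0.494).

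The count for day 7 against day 4 in a model with additive day and knockdown was 9216 genes, and 1 of 100 drawn splits of the 10 libraries of those days gave as many, the real one. For the slopes over days, 9 of 81 arrangements gave as many genes in each knockdown, so chance may account for those counts.

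Smarca4.4 on day 5 lay 174.7 from Nons of day 5, farther than any other library from Nons of its own day. A candidate explanation is its depth of 6829596 reads, which raises the value given to genes without reads. With all libraries thinned to this depth the distance was 96.3, below that of Smarca4.6 on the same day (122.2), which is in line with depth as the cause.

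The paper's female values for *Smarcc1* knockdown correlated with the male changes of the same day across 981 genes with r = 0.515, 0.562, 0.414 and 0.267 on days 4, 5, 6 and 7. For *Smarca4* knockdown on day 6, r was 0.261 across 917 genes. Genes are not independent replicates.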
